# Identification and characterization of drought-responsive CC-type glutaredoxins from cassava cultivars reveals their involvement in ABA signalling

**DOI:** 10.1186/s12870-018-1528-6

**Published:** 2018-12-04

**Authors:** Meng-Bin Ruan, Yi-Ling Yang, Kai-Mian Li, Xin Guo, Bin Wang, Xiao-Ling Yu, Ming Peng

**Keywords:** Cassava (*Manihot esculenta*), Drought response, ABA, CC-type glutaredoxin, Transgenic *Arabidopsis*, TGA factors

## Abstract

**Background:**

CC-type glutaredoxins (GRXs) are plant-specific glutaredoxin, play regulatory roles in response of biotic and abiotic stress. However, it is not clear whether the CC-type GRXs are involve in drought response in cassava (*Manihot esculenta*), an important tropical tuber root crop.

**Results:**

Herein, genome-wide analysis identified 18 CC-type GRXs in the cassava genome, of which six (namely *MeGRXC3, C4, C7, C14, C15*, and *C18*) were induced by drought stress in leaves of two cassava cultivars Argentina 7 (Arg7) and South China 124 (SC124). Exogenous abscisic acid (ABA) application induced the expression of all the six CC-type GRXs in leaves of both Arg7 and SC124 plants. Overexpression of *MeGRXC15* in *Arabidopsis* (Col-0) increases tolerance of ABA on the sealed agar plates, but results in drought hypersensitivity in soil-grown plants. The results of microarray assays show that *MeGRXC15* overexpression affected the expression of a set of transcription factors which involve in stress response, ABA, and JA/ET signalling pathway. The results of protein interaction analysis show that MeGRXC15 can interact with TGA5 from *Arabidopsis* and MeTGA074 from cassava.

**Conclusions:**

CC-type glutaredoxins play regulatory roles in cassava response to drought possibly through ABA signalling pathway.

**Electronic supplementary material:**

The online version of this article (10.1186/s12870-018-1528-6) contains supplementary material, which is available to authorized users.

## Background

As a tropical crop, cassava (*Manihot esculenta*) evolved different responses to drought stress, such as quick stomata closure, reduction of photosynthetic proteins levels and photosynthetic capacity, induction of senescence in older leaves, and size reduction of leave epidermal cells [1, 2]. The cassava cultivar Argentina 7 (Arg7) display faster senescence in older leaves than the cassava cultivar South China 124 (SC124) [2]. Senescence in cassava is partly controlled by reactive oxygen species (ROS) and ethylene (ET) signaling [3]. Increasing ROS scavenging ability in cassava delays leaf senescence under drought stress [3–5]. It is therefore necessary to analyze genes involved in these pathways for a deeper functional characterization.

Glutaredoxin (GRX) is one of the most important protein modification system in plants [6]. The glutathione/GRX (GSH/GRX) system is essential for redox homeostasis and ROS signalling in plant cells [7]. GRX target proteins are involved in all aspects of plant growth, including basal metabolism, iron/sulfur cluster formation, development, adaptation to the environment, and stress responses [7]. GRX are in particular studied for their involvement in oxidative stress responses [7–9]. GRXs are classified in five subgroups, among which CC-type GRXs are a plant-specific subgroup, also known as the ROXY family in *Arabidopsis* [10, 11]. CC-type GRXs likely evolved from the CPYC subgroup and expanded during land plant evolution [11]. There are only two CC-type GRXs in the basal land plant *Physcomitrella,* but between 15 and 24 members in land plants such as rice, *Arabidopsis, Vitis* and *Populus* [11]. However, the number of CC-type GRXs in cassava remains unclear.

CC-type GRXs are characterized by the presence of a redox site CC*(C/S/G) as well as their disulfide reductase activity that uses glutathione as cofactor [12]. The first CC-type GRX has been identified as a regulator of petal development [10]. However, CC-type GRXs are also involved in jasmonic acid (JA) / ET mediated biotic stress responses through the interaction with TGA transcription factors in *Arabidopsis* [13–15]. Moreover, a CC-type GRX GRXS13 is critical in limiting basal and photo-oxidative stress-induced ROS production [16]. Thus, CC-type GRXs may play a key role in the crosstalk between ROS and ethylene. CC-type GRX members are also involved in organ development and biotic stress responses in other plants [13, 17–21]. Since ROS and ethylene signal transduction pathways are involved in cassava drought responses [3], CC-type GRXs might play regulatory roles in these pathways in cassava.

During evolution, CC-type GRXs might have gained new functions in higher land plants [6, 11, 13]. Although several CC-type GRXs have been characterized in *Arabidopsis* and rice [13, 21], no previous work has profiled them in cassava. Moreover, protein interactions and enzymatic activities during abiotic stress responses in cassava are equally important [2], but currently not well understood. With the recent release and annotation of the cassava genome [22, 23], it is now possible to identify drought responsive CC-type GRX genes and to better characterize their functions and interactors during drought response.

Based on our previously reported transcriptomic data of cassava cultivars [24], we identified six CC-type GRXs (*MeGRXC3, C4, C7, C14, C15,* and *C18*) that responded to drought using qPCR analysis in cassava leaves. Expression of the six drought-responsive CC-type GRXs is also induced in cassava leaves by application of exogenous ABA. Our results showed that CC-type GRXs may function as a component in drought stress in an ABA-dependent pathway in both Arg7 and SC124 plants. Furthermore, we found that *MeGRXC15* is specifically expressed by exposure to drought in different tissues including leaf, petiole, and abscission zone. Overexpression of *MeGRXC15* in *Arabidopsis* induces insensitivity to ABA on sealed agar plates, and confers drought susceptibility in soil-grown conditions. In addition, gene expression analysis reveals that *MeGRXC15* overexpression in *Arabidopsis* altered the expression of a set of genes which involve in multiple stress responses, ABA, and JA/ET signalling pathways. Protein-protein interaction analysis reveals that MeGRXC15 could interact with TGA transcription factor from both *Arabidopsis* and cassava. Together, our study could increase the understanding of cassava gene regulation under the condition of drought stress and expand the knowledge of land plant specific CC-type GRXs.

## Results

### Phylogenetic and protein sequence analysis of cassava CC-type GRXs

We predicted a total of 39 putative GRX proteins in the cassava genome using the *Arabidopsis* ROXYs in a BLAST search against the genome of the cassava cultivar AM560 (https://phytozome.jgi.doe.gov/pz/portal.html, *Manihot esculenta v6.1*). To understand the relationship between GRX proteins in cassava and *Arabidopsis,* we built a neighbor-joining phylogenetic tree using MEGA5.0 on the basis of the protein sequences in Additional file 1: Table S1. The results show that many cassava GRXs are highly similar to their *Arabidopsis* counterparts (Fig. 1). We found that the CC-type subgroup had the most members among five GRX subgroups in cassava. Our analysis predicted 18 full-length CC-type GRX members of cassava (Table 1), less than the 21 of *Arabidopsis* [25]. Cassava CC-type GRX genes are represented on nine chromosomes (Table 1). 16 of cassava CC-type GRXs share an ALWL motif at the C-terminus and extend to A(G)L(I)WL(A/F/V/I) (Fig. 2, Table 1). However, two members, MeGRXC1 and MeGRXC9, are not present ALWL motif at the C-terminus (Fig. 2, Table 1). CC-type GRXs have a distinctive conserved CC(M/L)(C/S) redox site motif in *Arabidopsis*, whereas this motif extends to C(C/G/F/Y/P)(M/L)(C/S/I/A) in rice [6, 11, 13, 25]. Most cassava CC-type GRXs shares a distinctive CCM(C/S) redox site (Fig. 2, Table 1). However, CDMC is extended in two CC-type GRXs (MeGRXC3 and MeGRXC7) and CAMC is extended in MeGRXC6 in cassava (Fig. 2, Table 1).

**Fig. 1:**
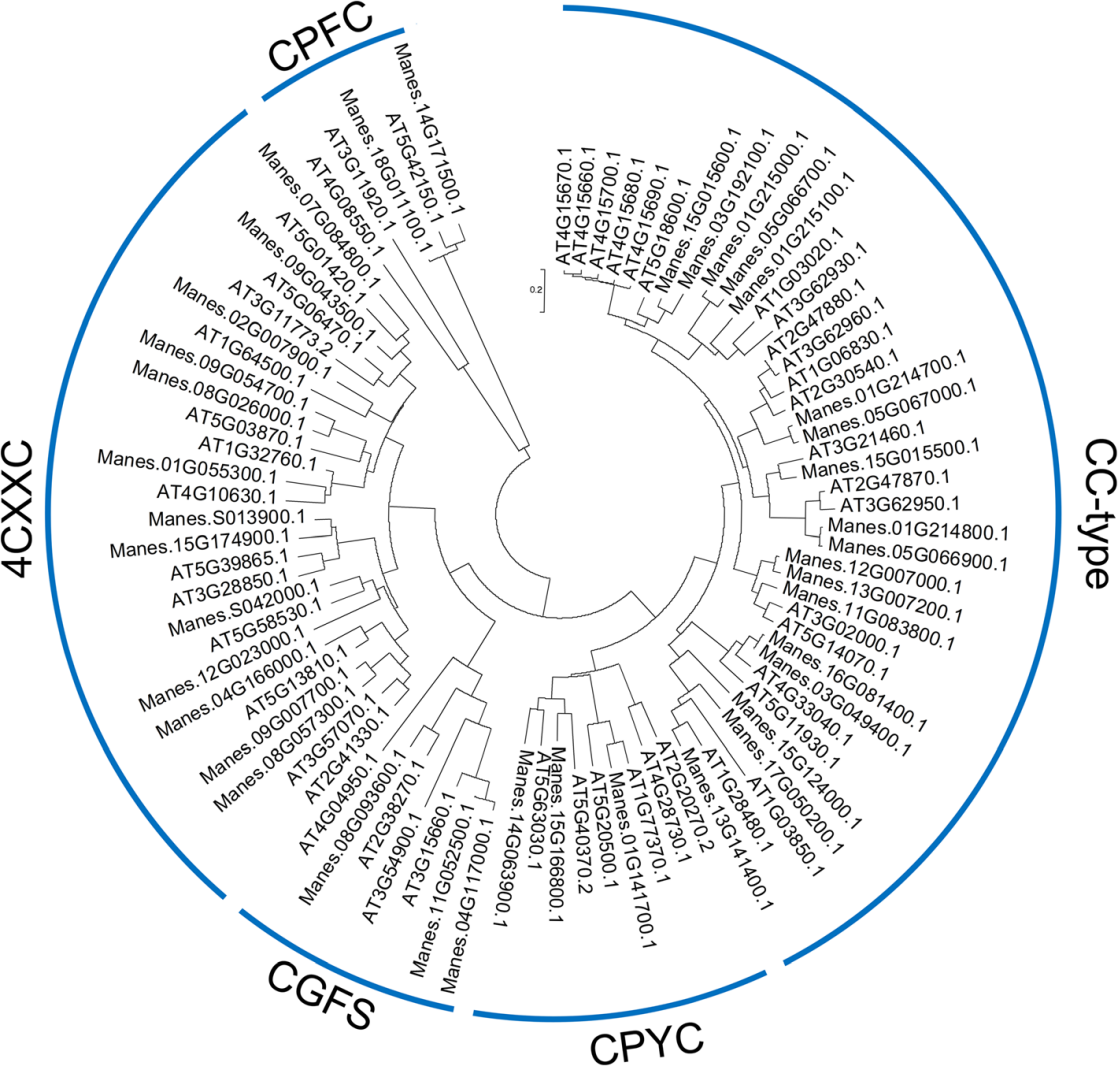
Phylogenetic tree of glutaredoxins (GRXs) from cassava and *Arabidopsis*. Members of GRXs were classified by their redox activate site

**Table 1:** CC-type GRXs in cassava genome

JGI identifier V4.1	JGI identifier V6.1	Chromosome location	Gene Symbol	Redox Site	ALWL-motif	AA
cassava4.1_019956m	Manes.01G214700.1	Chr01:30392540..30393324	MeGRXC1	CCMC	–	102
cassava4.1_024597m	Manes.01G214800.1	Chr01:30394902..30395210	MeGRXC2	CCMC	AIWF	103
cassava4.1_033785m	Manes.01G215000.1	Chr01:30421882..30422775	MeGRXC3	CDMC	AIWV	105
cassava4.1_027058m	Manes.01G215100.1	Chr01:30426232..30427641	MeGRXC4	CCMS	GIWI	103
cassava4.1_018918m	Manes.03G049400.1	Chr03:4265637..4266041	MeGRXC5	CCMC	ALWA	135
cassava4.1_027873m	Manes.03G192100.1	Chr03: 27589330..27589919	MeGRXC6	CAMC	ALWV	102
cassava4.1_025892m	Manes.05G066700.1	Chr05:5107836..5108531	MeGRXC7	CDMC	AIWV	106
cassava4.1_021286m	Manes.05G066900.1	Chr05:5120724..5122777	MeGRXC8	CCMC	AIWL	103
cassava4.1_019954m	Manes.05G067000.1	Chr05:5123236..5123953	MeGRXC9	CCMC	–	102
cassava4.1_024608m	Manes.11G083800.1	Chr11:11464621..11464992	MeGRXC10	CCMC	AIWF	124
cassava4.1_032936m	Manes.12G007000.1	Chr12:652588..653004	MeGRXC11	CCMC	ALWL	139
cassava4.1_032796m	Manes.13G007200.1	Chr13:771539..771955	MeGRXC12	CCMC	ALWL	139
cassava4.1_018177m	Manes.13G141400.1	Chr13:26980309..26981228	MeGRXC13	CCMS	ALWL	157
cassava4.1_026496m	Manes.15G015500.1	Chr15:1268904..1269746	MeGRXC14	CCMC	ALWL	123
cassava4.1_024232m	Manes.15G015600.1	Chr15:1265181..1265486	MeGRXC15	CCMC	ALWV	102
cassava4.1_028408m	Manes.15G124000.1	Chr15:9399566..9399949	MeGRXC16	CCMC	ALWL	128
cassava4.1_024091m	Manes.16G081400.1	Chr16:23848065..23848499	MeGRXC17	CCMC	ALWV	145
cassava4.1_018360m	Manes.17G050200.1	Chr17:18791502..18792218	MeGRXC18	CCMC	ALWL	151

**Fig. 2:**
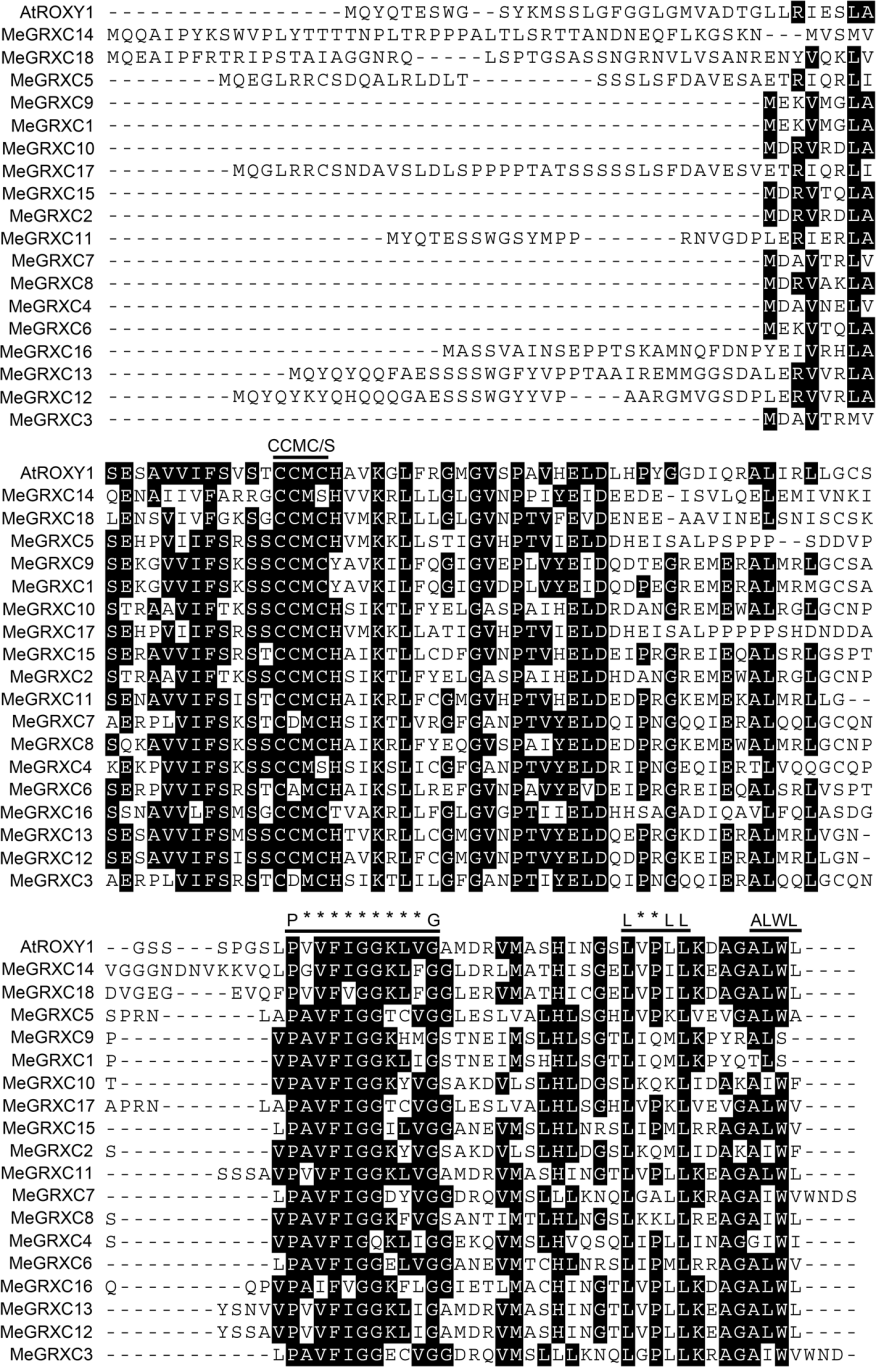
Protein sequences alignment of cassava CC-type GRXs. Black boxes indicate conserved identify positions. The letters above the sequence indicate motif name

### Identification of drought-inducible CC-type GRX genes in cassava cultivar Arg7 and SC124

Previous studies used RNA-seq datasets to examine genes responsive to drought resistance in cassava [26–30]. RNA-seq datasets are available at NCBI and the accession numbers are listed in Additional file 2: Table S2. To investigate the expression of CC-type GRXs in response to drought in cassava, we used our previously reported transcriptomic data from cassava cultivar Arg7 and SC124 (Additional file 2: Table S3). Hierarchical expression clustering (FPKM) result shows that the CC-type GRX expression patterns in response to drought in cassava cultivars Arg7 and SC124 grouped in three clusters (Fig. 3a). Cluster II include CC-type GRXs induced by drought in both leaf and root. Cluster III include CC-type GRXs induced by drought only in leaves. To detail the expression of CC-type GRXs in the drought response in cassava leaves, we performed a qPCR analysis to investigate the expression changes of genes in cluster II and III under drought and re-water treatments. For this analysis, we selected six drought-inducible CC-type GRXs (*MeGRXC3, C4, C7, C14, C15,* and *C18*) from cluster II and III. We collected leaves from plants of two cassava cultivars under drought stress for eight (D8) or 14 days (D14), and rewatered D14 plants 24 h after rehydration (RW). We used leaves from well-watered cassava plants as control (DC). The qPCR results show that drought stress up-regulated the expression of all six CC-type *GRX*s in both Arg7 and SC124 leaves (Fig. 3b, c). The expression of *MeGRXC3, C7* and *C18* was the highest in D14 plants of both two cultivars. In contrast, the expression of *MeGRXC4* and *C15* was the highest in D8 plants of both two cultivars (Fig. 3b, c). Additionally, the expression of *MeGRXC14* was the highest in D14 plants of Arg7 (Fig. 3b), while it was the highest in D8 plants of SC124 (Fig. 3c).

**Fig. 3:**
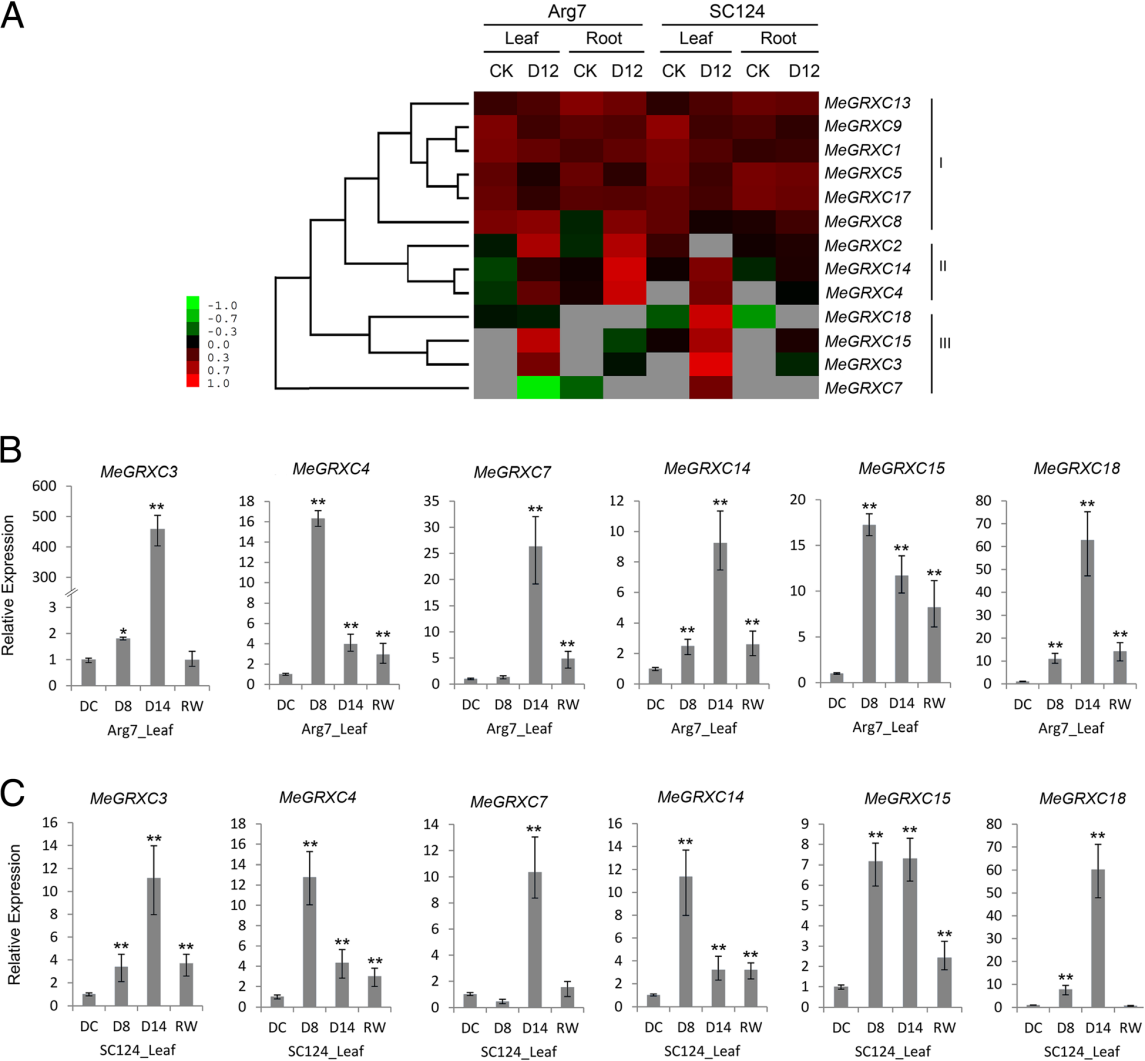
Expression analysis of drought-responsive CC-type GRX genes in cassava cultivar Arg7 and SC124. **a** Heat map represent expression of CC-type GRXs in drought stressed cassava Arg7 and SC124. **b** and (**c**) qPCR analysis of *MeGRXC3, C4, C7, C14, C15*, and *C18* in drought stressed leaves of cassava Arg7and SC124. DC: control; D8: eight days after water withholding; D14: 14 days after water withholding; RW: rewatered D14 plants 24 h after rehydration. Expression levels of the six CC-type GRXs were normalized against DC. Biological triplicates were averaged and significance of differences between treatments and control were analyzed using the *Student’s t-test* (**, *p* ≤ 0.01). Bars represent the mean ± standard error

### Cassava drought-responsive CC-type GRXs are induced by ABA in leaves

Numerous drought-responsive genes were described as ABA-inducible [31]. We performed qPCR analysis to investigate whether our drought-responsive CC-type GRXs are regulated by ABA in cassava leaves. We found that ABA application up-regulated the expression of six drought-responsive CC-type GRXs in leaves of Arg7 and SC124 (Fig. 4). The *MeGRXC3, C14*, and *C15* showed similar ABA-induced expression patterns between Arg7 and SC124 (Fig. 4). This indicates that CC-type GRXs involving in ABA-dependent pathway during cassava response to drought.

**Fig. 4:**
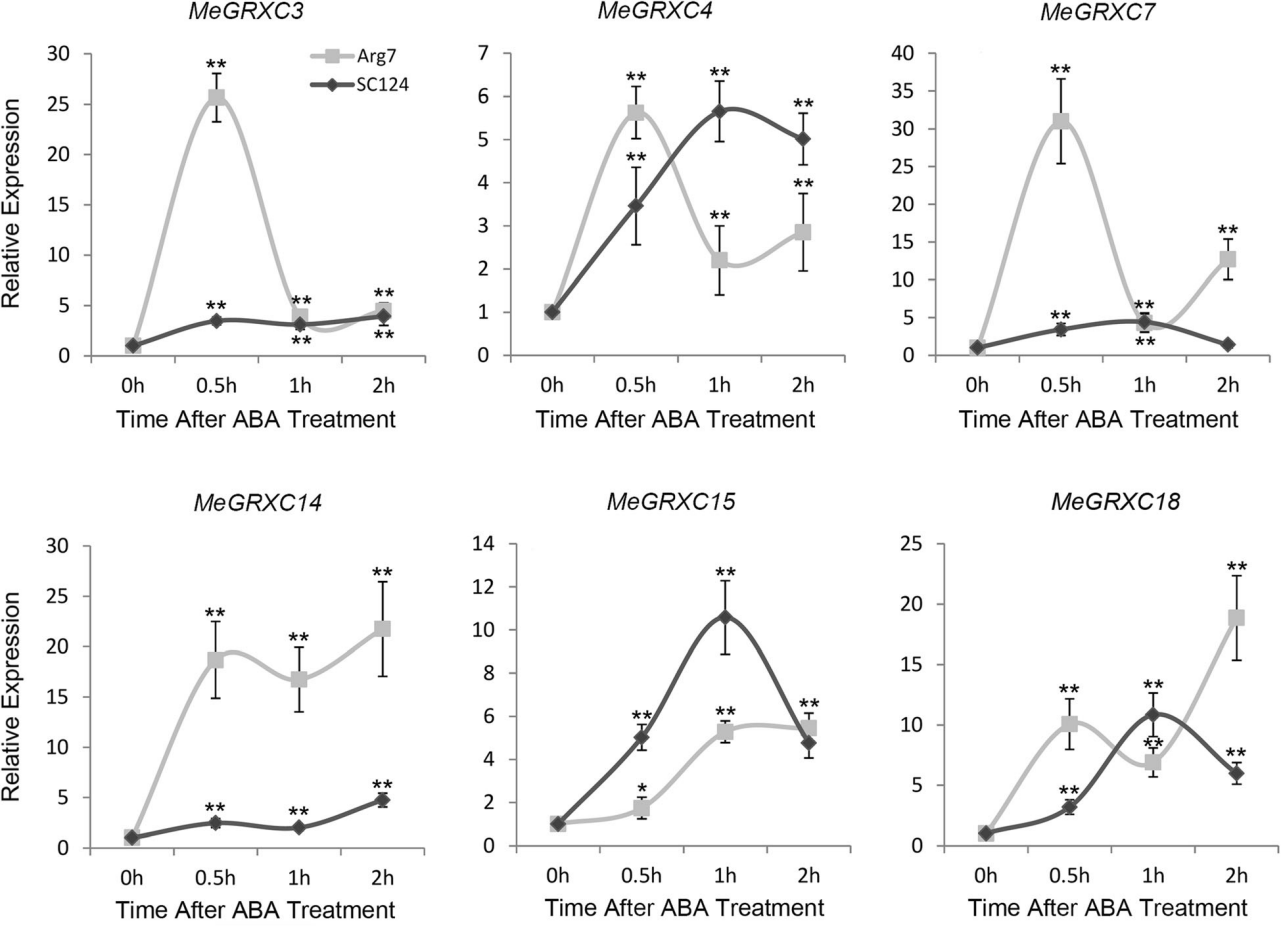
Effects of ABA on expression of the six drought-responsive CC-type GRXs in cassava cultivar Arg7 and SC124 leaves. Expression levels of the six CC-type GRXs were normalized against control. Biological triplicates were averaged and significance of differences between treatments and control were analyzed using the *Student’s t-test* (**, *p* ≤ 0.01; *, 0.01 < *p* ≤ 0.05). Bars represent the mean ± standard error

### Cassava drought-responsive CC-type GRXs are localized in the nucleus and cytoplasm

Most *Arabidopsis* CC-type GRX proteins localize in the cytosol or in the nucleus [10, 25, 32]. We respectively tagged the cDNA of *MeGRXC3, C4, C7, C14, C15,* and *C18* with *GFP* at the C-terminus to analyze their cellular localization (Fig. 5a). We imaged the MeGRX:GFP fusion proteins in transiently transformed *N.benthamiana* leaf epidermis, detecting fluorescence in both the cytosol and the nucleus (Fig. 5b). The nuclear localization of MeGRX:GFP fusion proteins indicates that these drought-responsive CC-type GRXs may play roles in the nucleus during drought responses.

**Fig. 5:**
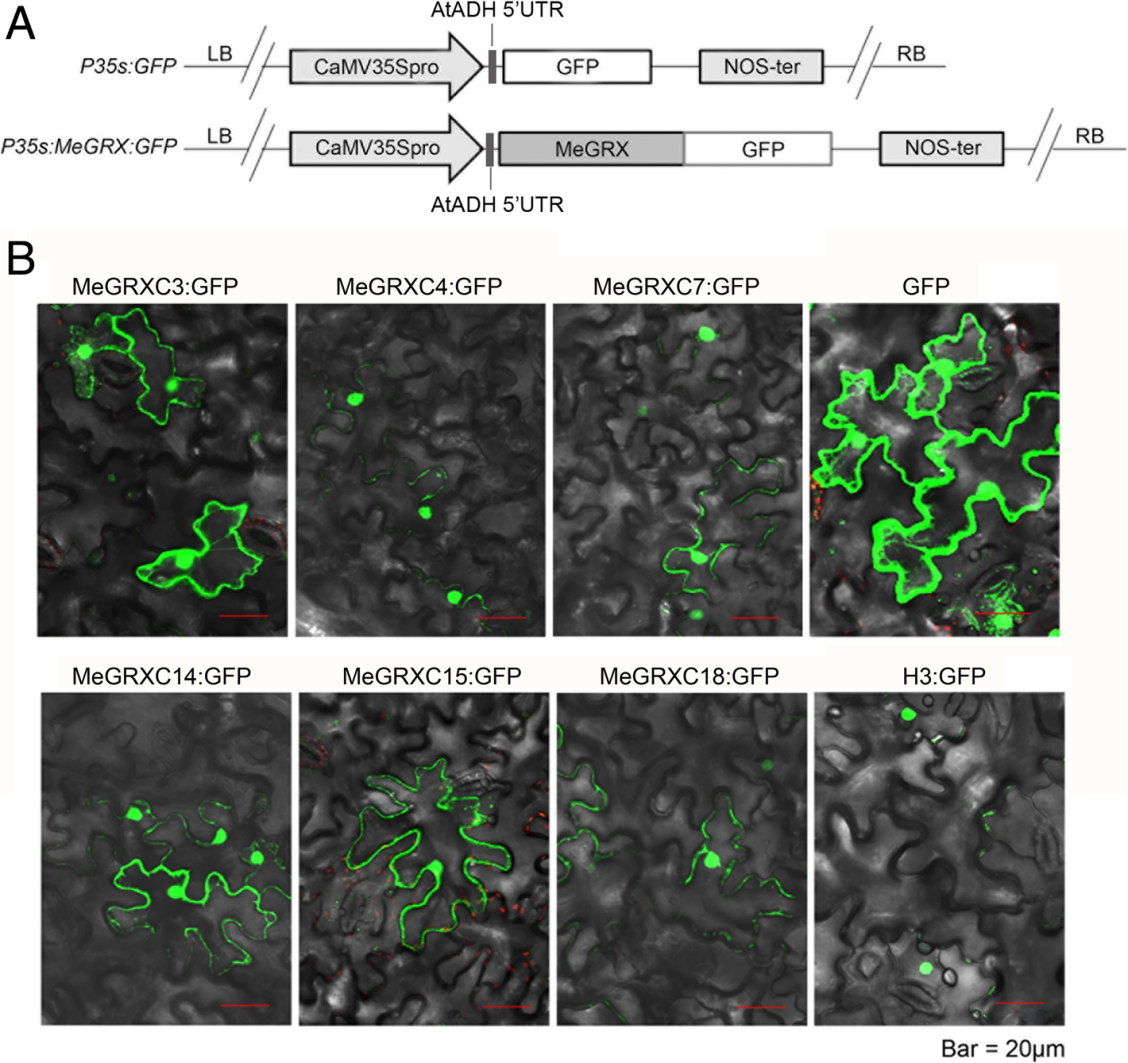
Protein localization analysis of the six drought-responsive CC-type GRXs. **a** Schematic diagram represent the design of *35S:MeGRX:GFP* constructs. **b** Subcellular localization of MeGRX:GFP fusion proteins transiently expressed in *N. benthamiana* leaves. GFP was used as expression control, H3:GFP (H3, *histone 3*) was used as nuclear expression control

### *MeGRXC15* is tissue specifically induced by drought in cassava cultivars

For the *MeGRXC15* shows similar expression pattern in leaves of both cassava cultivars Arg7 and SC124 under drought and ABA treatments (Figs. 3 and 4), this gene was selected for further investigation. Regulation of temporal and spatial expression patterns of specific stress-responsive is an important part of plant drought responses [33]. We performed qPCR analysis to examine the expression pattern of *MeGRXC15* in different tissues of drought stressed cassava. We found that expression of *MeGRXC15* was dramatically up-regulated by drought in functional leaf (FL), new leaf (NL), petiole (P), and abscission zone (AZ) of both cassava cultivars Arg7 and SC124 (Fig. 6). Abscission zone initiation in drought stressed cassava is based on reactive oxygen species (ROS) and ethylene (ET) signal transduction [3]. The *MeGRXC15* shown higher induced expression level in AZ at D8 suggesting its potential roles in ROS or ET signal transduction pathway.

**Fig. 6:**
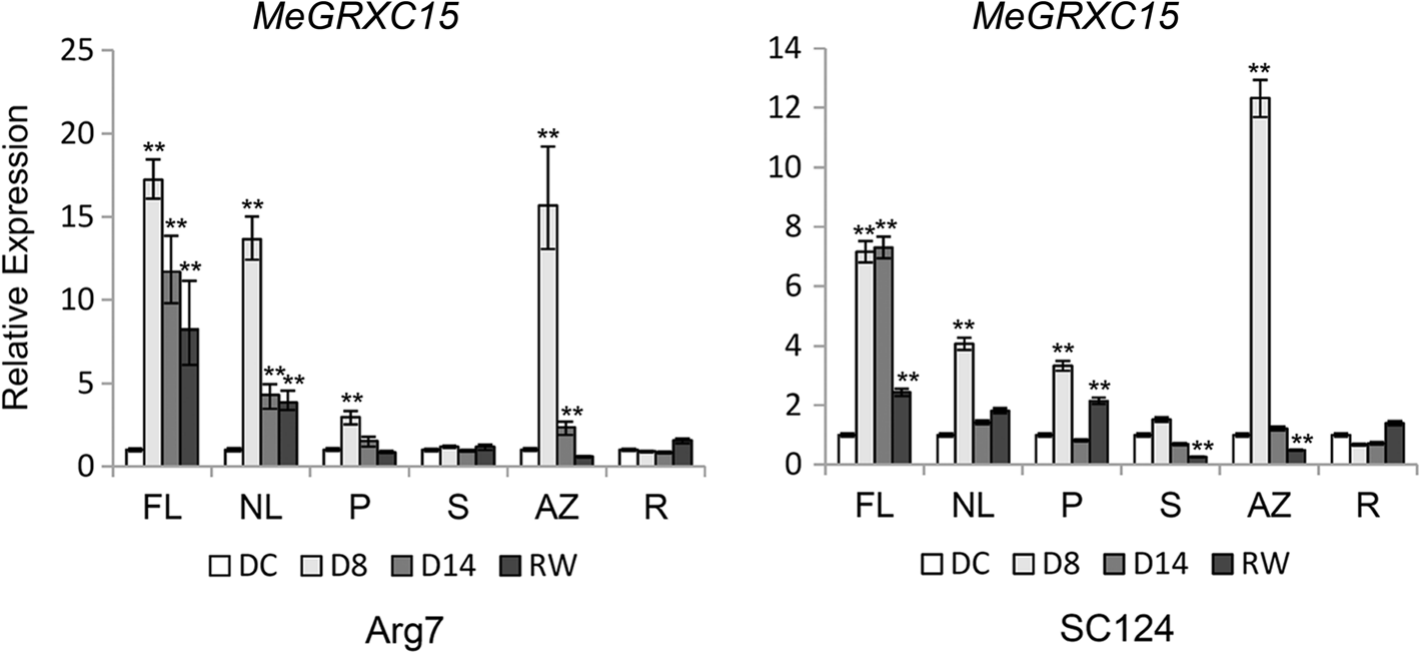
Expression analyses of *MeGRXC15* in different tissues from drought stressed cassava cultivar Arg7 and SC124. FL, functional leaf; NL, new leaf; P, petiole; S, stem; AZ, abscission zone; R, root; DC: control; D8: eight days after water withholding; D14: 14 days after water withholding; RW: rewatered D14 plants 24 h after rehydration. Expression levels of the *MeGRXC15* were normalized against DC. Biological triplicates were averaged and significance of differences between treatments and control were analyzed using the *Student’s t-test* (**, *p* ≤ 0.01). Bars represent the mean ± standard error

### *MeGRXC15* confers seedling development insensitive to ABA and drought hypersensitivity in soil-grown plants

To investigate the function of *MeGRXC15* in plant, we overexpressed this gene in *Arabidopsis*. Three independent lines of *MeGRXC15-OE* transgenic *Arabidopsis* were used in ABA and drought tolerance analyses and the transgenic *Arabidopsis* lines contained the empty vector (Fig. 5a) were used as controls. We found that ABA did not affect the seed germination of transgenic plants. We infer that overexpression of *MeGRXC15* may cause ABA insensitivity in *Arabidopsis*. Next, 5-day-old seedlings of *MeGRXC15-OE* transgenic *Arabidopsis* were grown on MS medium supplement with 0 μM (mock) or 5 μM ABA, respectively. After 10 days grown on MS medium, no visible phenotypic differences between *MeGRXC15-OE* and control plants were observed (Fig. 7a). On ABA-supplement medium, the growth of control plants was significantly inhibited, while the growth of *MeGRXC15-OE* plants was less inhibited (Fig. 7a). The rosette diameter of *MeGRXC15-OE* plants was ~ 28% higher than that of control plants (Fig. 7b). Also, the primary root of *MeGRXC15*-OE plants was ~ 30% longer than that of control plants (Fig. 7c). Our data support the possibility that overexpression of *MeGRXC15* caused ABA insensitivity in *Arabidopsis*.

**Fig. 7:**
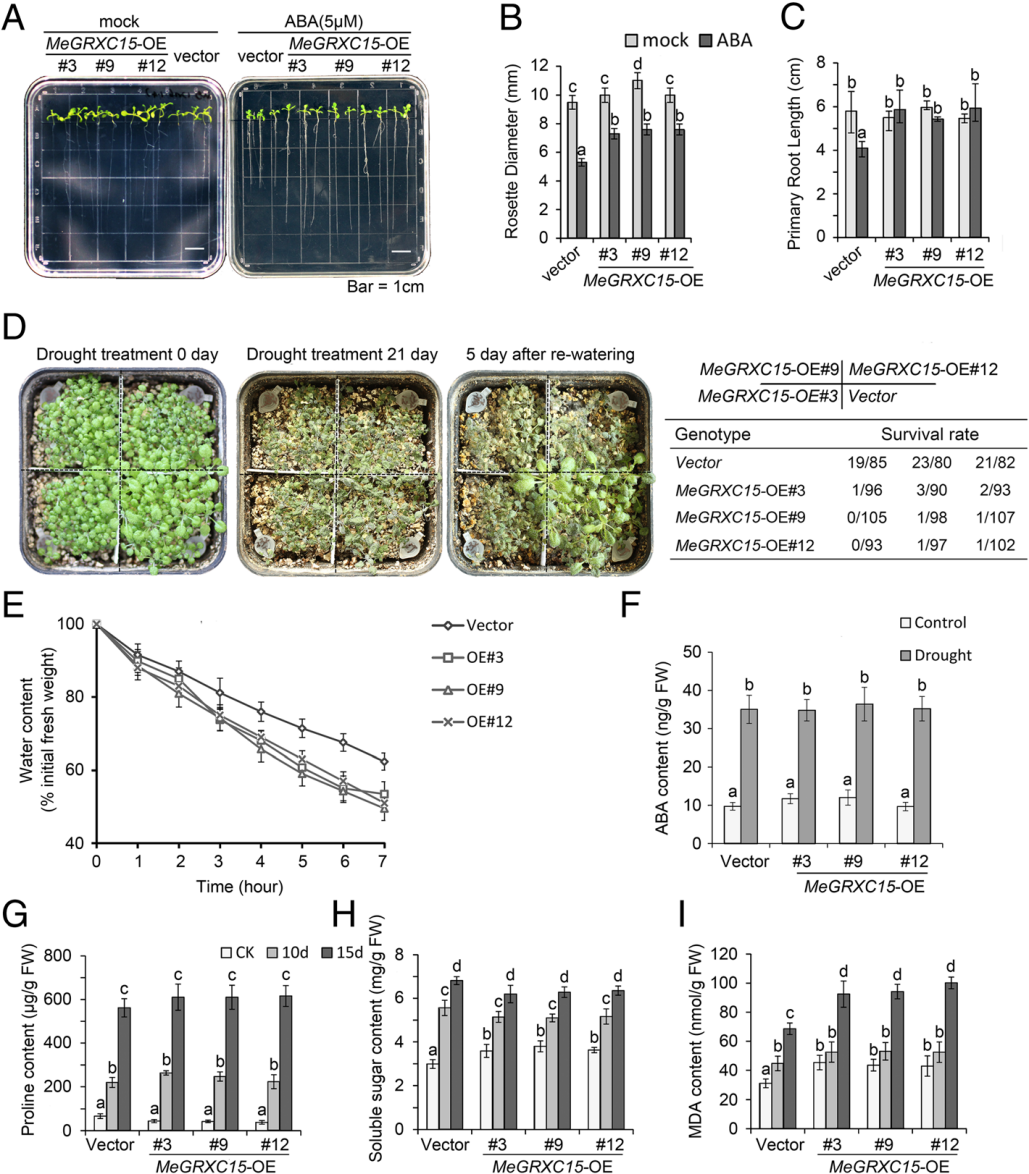
ABA and drought tolerance analyses of *MeGRXC15-OE* transgenic *Arabidopsis.* **a** Post-germinated seedlings development of transgenic plants on MS medium supplemented with 0 (mock) and 5 μM ABA, respectively. The plants that contained empty vector (*pG1300*) were used as control. **b** and (**c**) Rosette diameter and primary root length of transgenic *Arabidopsis* under ABA treatment. **d** Drought responses of transgenic plants. Survival rates were calculated from three independent experiments. **e** Water loss rate analysis of transgenic *Arabidopsis*. **f** Endogenous ABA content in transgenic *Arabidopsis* under normal and drought conditions. Proline content (**g**), soluble sugar (**h**), and MDA content (**i**) in transgenic plants under drought treatment. Biological triplicates were averaged and significance of difference between treatments and control was analyzed using the Duncan’s multiple range tests. Different letters represent a significant difference at *p* < 0.05. Bars represent the mean ± standard error

To further investigate the roles of *MeGRXC15* in drought tolerance, the control and three independent lines of *MeGRXC15-OE* plants were grown in soil in one pot under normal conditions. After planted in soil for 21 days, the plants were treated by withholding water (Fig. 7d). When exposed to water deficit for 21 days, all treated plants displayed severe wilting (Fig. 7d). The stressed plants were re-watered for five more days and then calculated the survival rate. The *MeGRXC15-OE* lines display a significantly lower survival rate than control plants (Fig. 7d). This indicates that overexpression of *MeGRXC15* caused drought hypersensitivity in *Arabidopsis* under soil culture conditions. We monitored water loss rates of leaves from transgenic *Arabidopsis*. The leaves of *MeGRXC15*-OE plants lost ~ 10% more water than leaves of control plants did at seven hours after excised (Fig. 7e). However, the *MeGRXC15* overexpression shows no effects on biosynthesis of endogenous ABA in *Arabidopsis* under normal and drought conditions (Fig. 7f).

Drought stress also leads to obviously physiological changes in plants. We monitored three stress responsive metabolites including proline, soluble sugar, and malondialdehyde (MDA). We found that overexpression of *MeGRXC15* slightly affected proline and soluble sugar content, but dramatically increased MDA content in *MeGRXC15*-OE *Arabidopsis*, compared to that in the control plants under normal conditions (Fig. 7g, h, i). Prolonged (15 days) drought significantly induced the content of proline, soluble sugar, and MDA in both control and *MeGRXC15*-OE *Arabidopsis* (Fig. 7g, h, i). However, after drought treatment, only MDA content showed significant difference between *MeGRXC15*-OE and control plants. We found ~ 25% more MDA content in *MeGRXC15*-OE plants than that in control plants after drought treatment for 15 days (Fig. 7i). MDA is considered to be the final product of lipid peroxidation in the plant cell membrane and is an important indicator of membrane system injuries and cellular metabolism deterioration [34]. Our results indicate that overexpression of *MeGRXC15* led to cell damage sensitivity to drought in *Arabidopsis*. It may partly explain the drought hypersensitivity in *MeGRXC15*-OE *Arabidopsis*.

### *MeGRXC15* regulates a group of genes involved in stress response and ABA, JA/ET signalling in *Arabidopsis*

To understand the effects of the *MeGRXC15* overexpression on gene expression in *Arabidopsis*, a microarray analysis was performed using the Affymetrix Arabidopsis ATH1 Genome Array. 

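Total RNA from mature leaves of 45-day-old plants grown under 12 h of light was hybridized to 9 ATH1 arrays, which hold 22810 probe sets (groups of short oligonucleotides that each report a transcript), 64 of them manufacturer's controls. Besides 3 arrays of *MeGRXC15*-OE plants, labelled MeGRX232-OE by the submitters, and 3 arrays of plants with the empty vector, the data hold 3 arrays of plants labelled MeGRX360-OE, by that label overexpressing another cassava gene, which the paper does not report. The deposited values are intensities on a linear scale that the authors normalized between arrays. RMA, a method that corrects and summarises the probes of a set, is the tool named in the submitters' processing notes, and its version and settings are not given in the sources used here. The median intensity was 28.1 to 29.4 in *MeGRXC15*-OE, 28.7 to 29.3 in MeGRX360-OE and 29.3 to 30.2 in vector arrays. These values were taken to the log2 scale and limma was fitted to the 22746 probe sets other than the controls, with 1 mean per group and all 9 arrays sharing 1 estimate of the spread. The p-values were adjusted by Benjamini-Hochberg, and a probe set is said to rise or fall where its adjusted p was under 0.05. The number of arrays, 3 in each group, limits the precision. A gene name came from the platform annotation for 13513 probe sets, while 503 listed several genes and were left unnamed. Of 8794 unlisted probe sets, 389 were named through Table S5 and 8405 have no name here. Because Table S5 holds genes that the study found to change on these arrays, genes named through it are no independent evidence of a direction, and tests of gene lists used names of the platform annotation alone. The lists of genes by function, the comparisons and the rule for the genes to be named were written before the data were examined, and further lists, tests and genes were chosen later, as the processing section and the closing parts say. The 25S rRNA probe set had an intensity of 546 ± 101 (SD, n = 3) in *MeGRXC15*-OE, 985 ± 116 (SD, n = 3) in MeGRX360-OE and 324 ± 39.6 (SD, n = 3) in vector arrays. The intensity ratio of the GAPDH probe sets from both transcript ends, which rises as RNA breaks down, was 10.9 ± 0.432 (SD, n = 3), 11.7 ± 3.82 (SD, n = 3) and 9.52 ± 0.888 (SD, n = 3) in the same order, with 1 MeGRX360-OE array at 16.1 and the other 2 at 9.37 and 9.57. The ubiquitin ratio ranked the groups in the same way, with means of 2.53, 2.64 and 2.47 (n = 3 each), and was highest, at 3.12, in that same MeGRX360-OE array, whereas the actin ratio did not, with means of 17.2, 13.5 and 18.5.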

Three independent lines of *MeGRXC15-OE* and control *Arabidopsis* grown in soil under normal conditions were used. 

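The reference genes *UBC21*, *TIP41* and *SAND*, which are often used to normalize qPCR, had log2 fold changes of -0.06 (SE 0.11), 0.13 (SE 0.10) and -0.14 (SE 0.10) in *MeGRXC15*-OE against vector plants, and none of the 3 passed the test, over all genes or adjusted over the list alone. The *MeGRXC15*-OE arrays came from lines 3, 9 and 12. Across probe sets, which are not independent replicates, the log2 intensities of these lines correlated with each other at 0.967 to 0.985, and those of the vector arrays at 0.980 to 0.989. Between both groups the correlation was lower, at 0.921 to 0.942. The first principal component held 57.5% of the variance and set the *MeGRXC15*-OE lines, at -53.5 to -40.7, apart from the vector arrays, at 65.1 to 74.2, with the MeGRX360-OE lines at -30.5 to -15.8. A list test with camera, which compares the genes of a list with all other genes, gave an adjusted p = 0.909 for the 3 reference genes (adjusted p = 0.914 with an estimated correlation).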

We found that transcription levels of 2674 genes were altered significantly (with more than a twofold change; *P* value < 0.05) in *MeGRXC15-OE* lines compared with control lines under normal conditions (Additional file 2: Table S2). 

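*PUB22* and *PUB23*, ubiquitin ligases that dampen drought and immune responses, were higher in *MeGRXC15*-OE than in vector leaves by 2.24 (SE 0.23, adjusted p = 2.72e-04 from limma) and 4.95 (SE 0.30, adjusted p = 3.27e-05) on the log2 scale. *MYB28*, a regulator of aliphatic glucosinolate synthesis named through Table S5, fell by 1.76 (SE 0.25, adjusted p = 0.00141). Among all probe sets, 2683 changed by more than 2-fold at an unadjusted P under 0.05, and 1287 of them were higher and 1396 lower in *MeGRXC15*-OE. With the adjusted p in place of the unadjusted one, 2465 remained past both thresholds, 1167 higher and 1298 lower. Without a limit on the fold change, 5009 of 22746 probe sets (22.0%) passed the adjusted threshold, 2098 higher and 2911 lower. Of these, 1218 were also called higher and 1820 also called lower in MeGRX360-OE against vector plants, so many changes were shared by both groups. In 8449 probe sets (37.1%) the 3 *MeGRXC15*-OE arrays lay all above or all below the 3 vector arrays, where chance gives 10%. Counted as genes with a single name in the platform annotation, 1325 passed the fold and unadjusted thresholds, 669 higher and 656 lower, since many probe sets have no such name here. On the same arrays the 25S rRNA probe set was 1.68 times as bright in *MeGRXC15*-OE as in vector plants (n = 3 each).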

1264 genes were up-regulated, whereas 1410 genes were down-regulated. 

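Among genes with a single name here and no overlap between the arrays of both groups, *AT1G56300* showed the largest rise, from a geometric mean intensity of 12.1 in vector to 1123 in *MeGRXC15*-OE leaves, a log2 fold change of 6.53 (SE 0.22, n = 3 arrays in each group, adjusted p = 3.80e-06 from limma). The 10 largest rises of such genes included *DREB2A*, a transcription factor of drought and heat responses (6.28, SE 0.34), the calmodulin-like genes *CML37* (5.73, SE 0.40) and *CML38* (5.59, SE 0.27), and *JAZ7*, a repressor of jasmonate signalling (5.48, SE 0.47). The largest fall was in *LHY*, a MYB factor of the circadian clock that peaks at dawn, from 1253 to 38.2 in intensity, a log2 fold change of -5.03 (SE 0.19, adjusted p = 5.52e-06). *AT5G15950*, an S-adenosylmethionine decarboxylase of polyamine synthesis, stood at -5.02 (SE 0.44), *COL2*, a CONSTANS-like gene, at -4.75 (SE 0.46) and *AT1G64500*, a glutaredoxin family gene, at -3.85 (SE 0.32). Of the morning genes of the clock, 5 were named, through Table S5, and all 5 fell, among them *CCA1* by 3.07 (SE 0.28). Evening genes rose, with *GI* at 1.79 (SE 0.24, adjusted p = 0.00109), and *TOC1* at 2.26 and *ELF3* at 3.07 among 5 that were named through Table S5 and all rose. The hour of harvest is not given in the sources used here. *JAZ7*, *DREB2A*, *LHY* and *COL2* also owe their names to Table S5.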

The relative expression levels of these genes were shown by the heat map (Fig. 8a). 

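Genes that respond early to touch, wounding or chitin rose together in *MeGRXC15*-OE leaves. Of 8 such genes measured, 7 were higher, none was lower and *CML39* did not pass the test (log2 fold change 0.02, SE 0.18), and the count was the same when adjusted over the list alone. The median of the list was 4.04 on the log2 scale, and *PUB24*, another ubiquitin ligase, stood at 1.57 (SE 0.32, adjusted p = 0.00792 from limma). Of 5 genes of the CBF cold regulon, 2 were higher, the dehydrin gene *COR47* (1.54, SE 0.37, adjusted p = 0.0169) and the zinc finger gene *STZ*, and 3 did not pass (3 higher and 1 lower when adjusted over the list alone). *CBF1* and *CBF2*, activators of this regulon named through Table S5, had log2 fold changes of 3.42 (SE 0.43) and 4.24 (SE 0.40). The 3 platform-named genes that did not pass were *COR15A* (-1.84, SE 0.71), *COR15B* (0.89, SE 0.42) and *XERO2* (2.65, SE 1.04), so the list did not move in 1 direction. *COR15A* passed in MeGRX360-OE against vector, at -3.01 (adjusted p = 0.0207 from limma). Of 4 senescence genes with a platform name, 3 rose in *MeGRXC15*-OE, among them *SAG101* (1.47, SE 0.31) and the transcription factor gene *WRKY6* (1.06, SE 0.20). *SWEET15* did not pass (-0.61, SE 0.30), and adjusted over the list alone the count was also 3. Of 3 further senescence genes named through Table S5, 2 rose and *NAP*, a factor that promotes leaf senescence, fell (-1.59, SE 0.32). Of 6 photosynthesis genes, *PRK*, an enzyme of the Calvin cycle, fell by 1.09 (SE 0.13), *RCA*, the activase of Rubisco, fell by 0.57 (SE 0.10), and 4 did not pass (2 lower when adjusted over the list alone). By camera, the touch, wound and chitin list was higher than the other genes (adjusted p = 1.06e-08; adjusted p = 0.0762 with an estimated correlation), as was the senescence list (adjusted p = 0.0314; adjusted p = 0.277 with an estimated correlation), while the CBF list (adjusted p = 0.0682) and the photosynthesis list (adjusted p = 0.0729) did not pass (adjusted p = 0.457 in each with an estimated correlation). The CBF list passed without *MeGRXC15*-OE replicate 2 or vector control replicate 1 or 2 (adjusted p = 0.0196, 0.0382 and 0.0308), and the photosynthesis list without *MeGRXC15*-OE replicate 1 or 2 or vector control replicate 1 (adjusted p = 0.0468, 0.0370 and 0.0299). The senescence list lost its call without *MeGRXC15*-OE replicate 3 (adjusted p = 0.0695), without vector control replicate 3 (adjusted p = 0.0645) and with array quality weights (adjusted p = 0.0666). The touch, CBF and senescence lists share genes, so their results are not independent. *STZ* stands in both the touch and the CBF list, and *WRKY53* in both the touch and the senescence list.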

Gene ontology (GO) analysis shows that many stress-responsive genes are affected by *MeGRXC15-*OE *Arabidopsis* (Fig. 8b). 

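All 19 probe sets that Table S5 lists under rRNA processing fell in *MeGRXC15*-OE leaves. Under defense response to fungus, 15 of 24 rose and 3 fell, and under ethylene mediated signaling pathway 24 of 36 rose and 6 fell. *ACS6*, which makes the precursor of ethylene, rose from an intensity of 246 to 2258 (n = 3 each, adjusted p = 8.03e-04 from limma). Probe sets of fatty acid biosynthesis fell more often than they rose, with 13 lower and 6 higher of 22. Cell redox homeostasis held both directions, with 8 higher and 11 lower of 26. Among its members, *GRXC9*, a CC-type GRX also known as ROXY19, rose from an intensity of 42.4 to 728 (adjusted p = 0.00384), and *APR2*, an enzyme of sulfate reduction, fell by 2.27 (SE 0.16, adjusted p = 5.10e-05). Heat responses had 12 higher and 16 lower of 33, salicylic acid responses 11 and 13 of 30, gibberellic acid responses 10 and 13 of 28, and ethylene responses 13 and 6 of 22. These 9 terms are those of the 27 drawn in Fig. 8b whose list is whole in the copy of Table S5 used here; the lists of the other 18 are shortened there and were not used. Table S5 counts entries, in which a probe set can recur under several names, and the counts here are of distinct probe sets. Over the 9 terms, 197 distinct probe sets were found, of which 81 rose, 82 fell and 34 did not pass, and at a fold change over 2 with an unadjusted P under 0.05, 97 were higher and 93 lower. The study chose these lists from changes on the same arrays, so the counts are not independent evidence of a direction.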

27 more abundant GO categories (q-value < 10^− 5^) including categories of response to abiotic, biotic stress, and phytohormone stimulus in *MeGRXC15*-OE *Arabidopsis* are exhibited here. 

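*WRKY53*, a regulator of leaf senescence that also lowers drought tolerance, rose by 4.65 on the log2 scale (SE 0.25, adjusted p = 1.84e-05 from limma), from an intensity of 44.4 in vector to 1114 in *MeGRXC15*-OE leaves. *WRKY22*, which acts in immune signalling, rose by 4.15 (SE 0.21, adjusted p = 1.33e-05). Of 5 WRKY genes with a name in the platform annotation, 3 rose, *WRKY20* fell by 0.38 (SE 0.11, adjusted p = 0.0314) and *WRKY1* did not pass (-0.32, SE 0.12, adjusted p = 0.110); adjusted over the list alone, 3 were higher and 2 lower. A further 9 WRKY genes were named through Table S5, and 8 of them rose, including *WRKY33* (3.54, SE 0.29). *NAP*, a NAC factor that promotes leaf senescence, fell by 1.59 (SE 0.32, adjusted p = 0.00782), and *MYB2* did not pass (1.44, SE 0.52, adjusted p = 0.0833). Over the transcription factors of the WRKY, ERF, TGA, NAC and MYB lists, 38 had a name, of which 31 rose, 2 fell and 5 did not pass. Most of these names came from Table S5, for which the study chose changed genes. The WRKY list did not pass camera (adjusted p = 0.0682; adjusted p = 0.277 with an estimated correlation). It passed without *MeGRXC15*-OE replicate 1 or 2 or vector control replicate 1 or 2, and *WRKY1* and *MYB2* passed with array quality weights (adjusted p = 0.0358 and 0.0227). Against vector, MeGRX360-OE also had 3 of the 5 platform-named WRKY genes higher and 1 lower, and 6 of the further 9 higher.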

Interestingly, nearly two hundred transcription factors were affected by *MeGRXC15-*OE *Arabidopsis* (Fig. 8b). 

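Genes of antioxidant defence moved both ways in *MeGRXC15*-OE leaves. *CAT2*, the main leaf catalase, fell by 2.03 on the log2 scale (SE 0.18, adjusted p = 1.68e-04 from limma), and *GR1*, a glutathione reductase, fell by 1.90 (SE 0.20), while *BAP1*, a suppressor of cell death, rose by 4.99 (SE 0.37) and *CAT3*, another catalase, by 1.66 (SE 0.26). Of 17 oxidative stress genes with a name, 8 rose, 5 fell and 4 did not pass. Of 17 genes induced by drought or ABA, 7 rose, 3 fell and 7 did not pass; *HVA22D* fell by 1.45 (SE 0.36) and *HB-12*, a homeobox gene induced by water deficit, by 1.84 (SE 0.47), and the dehydrin gene *XERO2* had a log2 fold change of 2.65 with a wide error (SE 1.04, adjusted p = 0.111). Of 16 genes of ABA synthesis and signalling, 10 rose, 3 fell and 3 did not pass. Many of these names came from Table S5, for which the study chose changed genes, so the counts are not independent evidence. Among genes named by the platform annotation alone, 1 of 7 oxidative stress genes rose and 3 fell (1 and 3 when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.228; adjusted p = 0.538 with an estimated correlation). In the same way 3 of 8 drought genes rose and none fell (4 higher and 2 lower when adjusted over the list alone), and camera called the list higher (adjusted p = 0.0347; adjusted p = 0.457 with an estimated correlation). That call was lost with arrays centred on their medians (adjusted p = 0.0548), without *MeGRXC15*-OE replicate 1 (adjusted p = 0.0584) or 3 (adjusted p = 0.127), and without vector control replicate 3 (adjusted p = 0.0645). The 3 drought genes that rose, *COR47*, *STZ* and *WRKY53*, also stand in other lists here. The call of the drought list is thus not independent of those lists. The ABA list had 1 platform-named member, *STZ*, and could not be tested. The oxidative stress list gave the same counts in MeGRX360-OE against vector, with 1 of 7 platform-named genes higher and 3 lower. Of its 10 genes named through Table S5, 7 rose and 2 fell in each overexpression group. Of the 8 platform-named drought genes, 2 rose and 2 fell in MeGRX360-OE.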

We found that 192 oxidative stress-related, 44 drought-related, and 53 ABA-related genes were significantly altered in *MeGRXC15-OE* plants. Nevertheless, there are three members overlapping with the genes involved in response to drought, oxidative stress and ABA (Fig. 8c), indicating that a specific regulatory mechanism dependent on ABA-oxidative crosstalk conferred by MeGRXC15 is presented in response to drought. Moreover, three drought-related and three oxidative stress-related genes overlapping with genes that involved in JA/ET signal transduction respectively (Fig. 8c), suggesting the *MeGRXC15* may play roles in drought response depending on regulation of JA/ET pathway. 

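*STZ*, a zinc finger repressor also known as ZAT10, rose from an intensity of 292 in vector to 3170 in *MeGRXC15*-OE leaves, a log2 fold change of 3.44 (SE 0.32, n = 3 arrays in each group, adjusted p = 1.85e-04 from limma). *ALDH3I1*, an aldehyde dehydrogenase that detoxifies products of lipid peroxidation, fell by 1.26 (SE 0.12, adjusted p = 1.91e-04). These are the 2 genes with a name here that stand in all 3 of the drought, oxidative stress and ABA lists, which were written from known functions and are not the lists behind Fig. 8c. Drought and ABA shared 5 named genes, of which 3 rose and 1 fell, and drought and oxidative stress shared 3, of which 1 rose and 1 fell. The name of *ALDH3I1* comes from Table S5. Both genes also passed in MeGRX360-OE against vector, *STZ* at 2.63 and *ALDH3I1* at -0.96, so their changes are not particular to *MeGRXC15*-OE.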

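*ERF6*, which activates genes against reactive oxygen species and is induced by ethylene, rose by 5.42 on the log2 scale (SE 0.31, adjusted p = 2.56e-05 from limma). It was the only gene with a name here shared by the oxidative stress and JA/ET lists. *ERF1*, an integrator of JA and ethylene signals, was the only gene with a name here shared by the drought and JA/ET lists, at 1.01 (SE 0.23, adjusted p = 0.0135). Genes of JA synthesis rose, with *LOX4* at 4.59 (SE 0.25), *OPR3* at 2.95 (SE 0.35), *AOC3* at 2.93 (SE 0.34) and *OPCL1*, the one with a platform name, at 2.69 (SE 0.27, adjusted p = 2.69e-04). All 6 JAZ repressors named through Table S5 rose, including *JAZ1* (3.13, SE 0.35) and *JAZ5* (3.24, SE 0.47), while *MYC4*, a JA-dependent activator, fell by 2.54 (SE 0.27, adjusted p = 3.17e-04). Over 22 named genes of JA and ethylene synthesis and signalling, 16 rose, 1 fell and 5 did not pass, and many owe their names to Table S5. The defensin gene *PDF1.2*, a marker of the JA/ET branch, varied widely (6.20, SE 2.43, adjusted p = 0.109). Of 3 platform-named genes of that branch none passed (2 higher when adjusted over the list alone), nor did the list by camera (adjusted p = 0.190; adjusted p = 0.457 with an estimated correlation). *ERF1* lost its call without vector control replicate 2 (0.90, adjusted p = 0.0571). From the genes shared between these groups, the paper reasons that MeGRXC15 likely acts in the drought response through ABA and oxidative crosstalk. It also proposes that this role may depend on the JA/ET pathway. *OPCL1*, the 3 JA synthesis genes named through Table S5 and 4 of the 6 JAZ genes rose in MeGRX360-OE against vector as well. *ERF6* had an intensity of 330 there, against 12.1 in vector plants, while *ERF1* did not pass (0.41, adjusted p = 0.295 from limma). Most of these changes are therefore not particular to *MeGRXC15*-OE.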

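*MYB44*, a regulator of stomatal closure, rose by 2.71 on the log2 scale in *MeGRXC15*-OE leaves (SE 0.26, adjusted p = 2.16e-04 from limma), *WRKY40*, a repressor of ABA responses, by 4.33 (SE 0.39) and *MYB96*, an activator of cuticular wax synthesis, by 1.91 (SE 0.29). With *ERF4* (1.59, SE 0.30) and *WRKY18* (2.37, SE 0.73, adjusted p = 0.0487), 5 of the 7 members of the ABA list that also stand in the WRKY, ERF, NAC or MYB lists rose and none fell; *WRKY60* had a log2 fold change of -1.18 (SE 0.64, adjusted p = 0.247), and *MYB2* did not pass either. Of 5 members of the JA/ET lists that also stand in those lists, 4 rose, among them *ERF2* (3.83, SE 0.29) and *ERF5* (3.21, SE 0.29), and *ERF96* did not pass (0.13, SE 0.15, adjusted p = 0.641). Other transcription factors of the ABA and JA/ET lists are outside these counts, among them *STZ* and *ABF1*, which rose, and *MYC4*, which fell. No gene with a name here stood in both the ABA and the JA/ET list, and many members of these lists have no named probe set. All 12 genes counted but *ERF96* were named through Table S5, so the counts are not independent evidence, and the lists are not those behind Fig. 8d. *MYB44* (1.96), *WRKY40* (3.64) and *MYB96* (1.68) also rose in MeGRX360-OE against vector. *ERF4* (0.41, adjusted p = 0.433 from limma) and *WRKY18* (1.77, adjusted p = 0.151) did not pass there.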

There are seven transcription factors overlapping with the genes involved in response to ABA or JA/ET (Fig. 8d). This suggests the regulatory roles of *MeGRXC15* in ABA and JA/ET crosstalk.

**Fig. 8:**
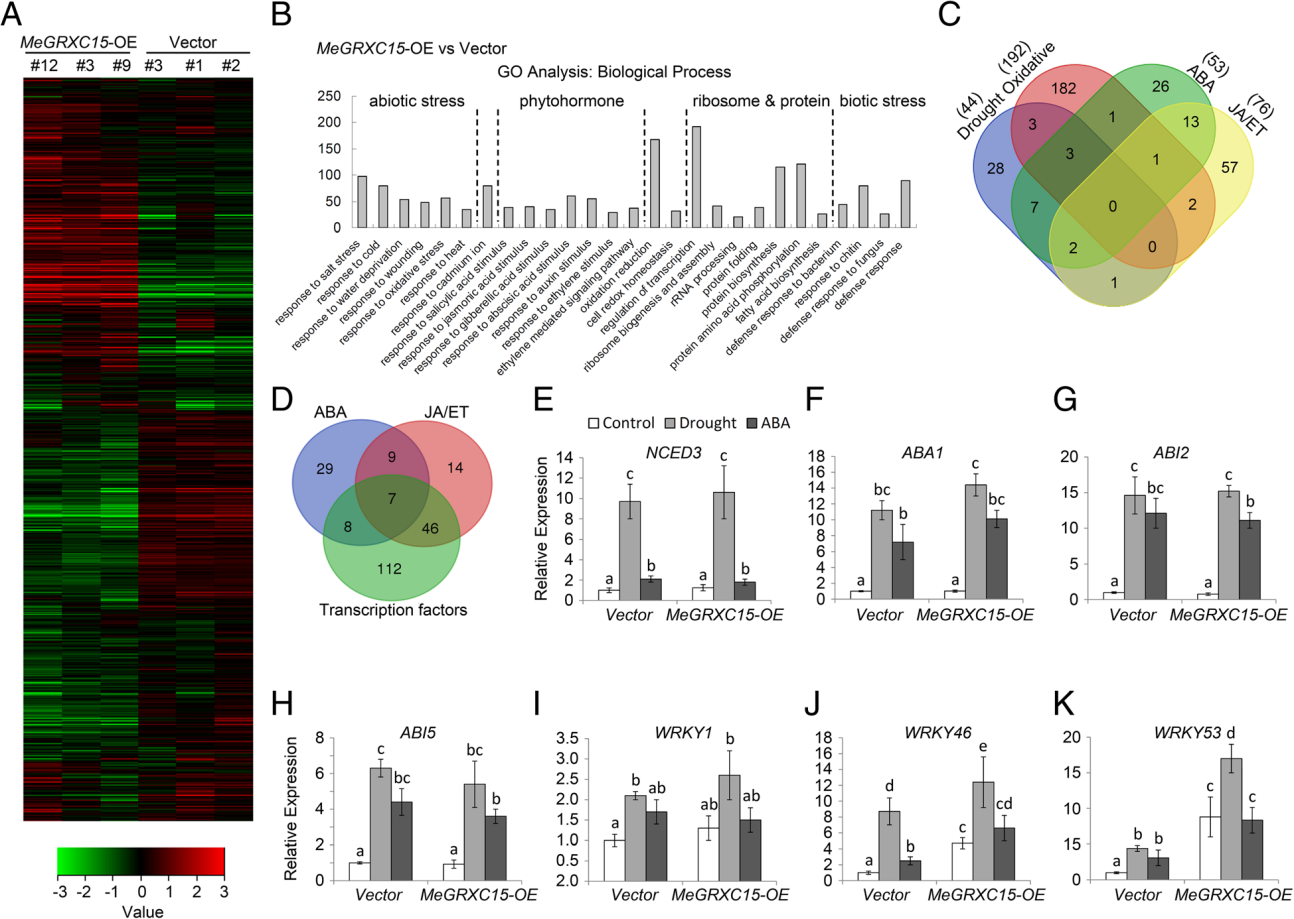
Gene expression profiles in transgenic *Arabidopsis.* **a** Heat map represent gene expression differences between *MeGRXC15-OE* and control (Vector) plants. The data was processed and normalized as described in Materials and Methods. Hierarchical clustering of significantly expressed genes is displayed by average linkage. The figure was drawn by TreeView software. **b** GO analysis of *MeGRXC15-OE* induced genes in *Arabidopsis*. Comparison of GO terms identified from the differentially expression genes identified in SAM analysis. GO tags were selected according to the significance (*p*-value < 10^− 5^). Numbers on y-axis indicate gene numbers of the GO tag. **c** Venn diagram showing the overlap between *MeGRXC15*-OE regulated genes in response to different stress and signals. **d** Venn diagram showing the *MeGRXC15*-OE induced transcription factors which involve in ABA and JA/ET signalling. Expression analysis of *NCED* (**e**), *ABI1* (**f**), *ABI2* (**g**), *ABI5* (**h**), *WRKY1* (**i**), *WRKY46* (**j**), and *WRKY53* (**k**) in transgenic Arabidopsis under drought and ABA treatments. Expression levels of target genes were normalized against vector control. Biological triplicates were averaged and significance of difference between treatments and control was analyzed using the Duncan’s multiple range tests. Different letters represent a significant difference at *p* < 0.05. Bars represent the mean ± standard error

To clarify gene expression in *MeGRXC15*-OE *Arabidopsis* during drought and ABA treatments, we analyzed genes that are related to ABA- or drought-responses, including *NCED3, ABI1, ABI2, ABI5, WRKY1, WRKY46,* and *WRKY53.* The qPCR results show that expression of *NCED3, ABI1, ABI2*, and *ABI5* was not affected by *MeGRXC15*-OE *Arabidopsis* under normal conditions (Fig. 8e-h). When exposed to drought or ABA, expression of these four genes was up-regulated in both control and *MeGRXC15*-OE plants (Fig. 8e-h). We found that expression of *WRKY1, WRKY46*, and *WRKY53* was up-regulated by *MeGRXC15*-OE *Arabidopsis* under normal conditions (Fig. 8i-k). Furthermore, drought or ABA treatments both up-regulated *WRKY1, WRKY46,* and *WRKY53* transcription in control plants (Fig. 8i-k). Likewise, drought significantly up-regulated these three *WRKY*s transcription in *MeGRXC15*-OE plants (Fig. 8i-k). However, ABA treatment did not affect transcription of *WRKY1* and *WRKY53* (Fig. 8i-k), it only slightly up-regulated *WRKY46* transcription in *MeGRXC15*-OE plants (Fig. 8 i-k).

### MeGRXC15 interacts with TGA5 or MeTGA074

Several CC-type GRXs play roles in organ development or plant defense via interaction with TGA transcription factors [15, 17, 35, 36]. TGA transcription factors regulate genes that involved in both biotic and abiotic stress [37]. It is necessary to identify the interactors of MeGRXC15 in *Arabidopsis* and cassava. We fused MeGRXC15 with the GAL4 DNA-binding domain (BD) in *pGBKT7* (Clontech) and then transformed the resulting construct into yeast strain Y187. The *pGBKT7* vector was used as negative control. However, yeast cells harboring *MeGRXC15:pGBKT7* activated X-α-gal on SD/−Trp / X-α-gal medium (Fig. 9a), suggesting that MeGRXC15 has transcriptional activation ability. CC-type GRXs need to interact with glutathione (GSH) to catalyze essential biosynthesis reactions by its redox regulation [25]. Therefore we created a MeGRXC15 mutant by replacing the GSH binding site. As is shown in Fig. 9a, the MeGRXC15 mutant MeGRXC15mP_65_G_75_ did not activate X-α-gal on the medium. This suggests that the GSH binding site is required for the transcriptional activation ability of MeGRXC15. A possible explanation is that MeGRXC15 may bind and modify the transcription factor depending on GSH in yeast.

**Fig. 9:**
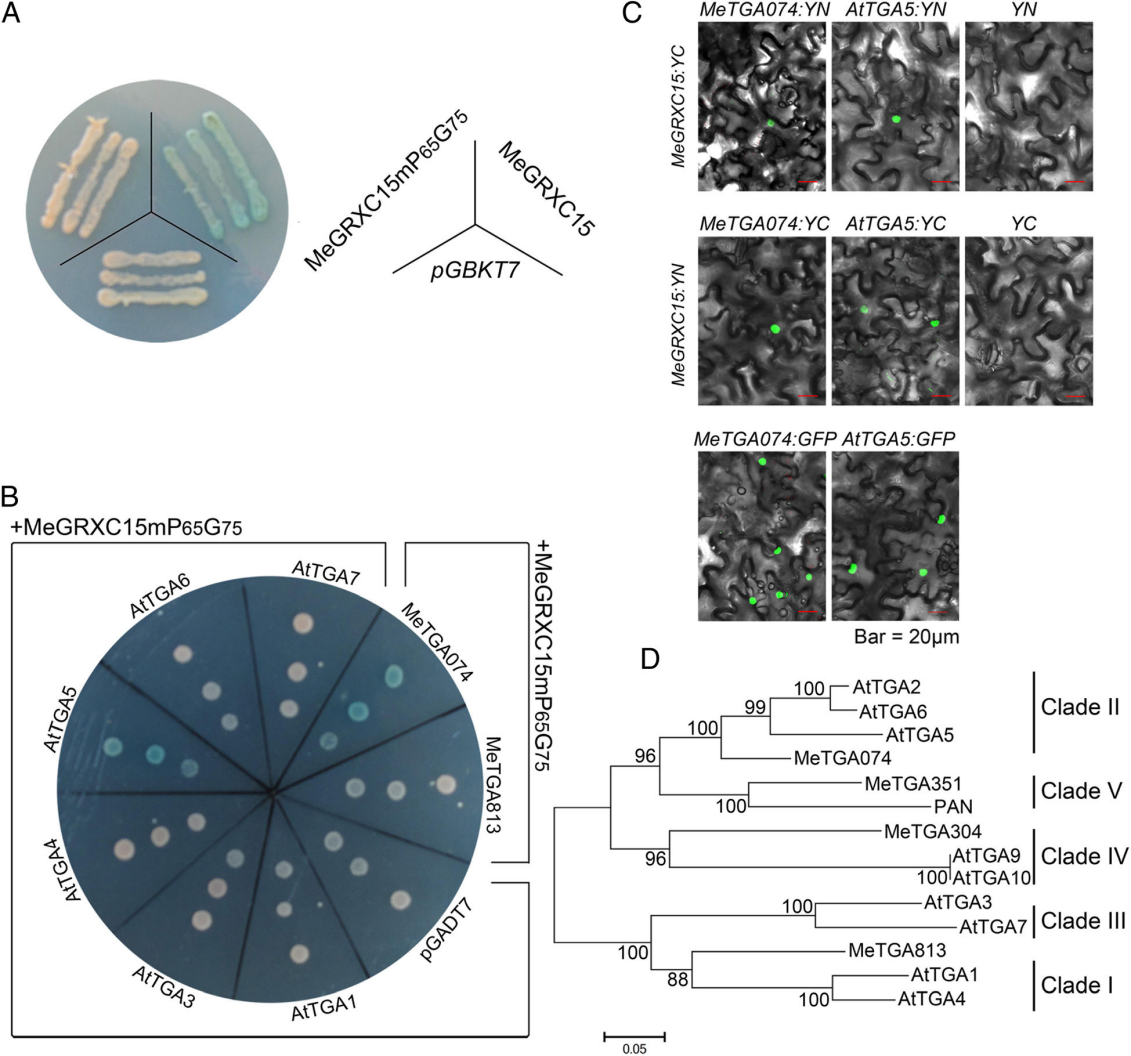
Identification of protein interacts with MeGRXC15 in cassava and *Arabidopsis*. **a** Autonomous transactivation analysis of MeGRXC15 in yeast. MeGRXC15mP_65_G_65_ indicate mutant in MeGRXC15 GSH binding site. **b** Analysis of interaction between MeGRXC15 mP_65_G_65_ and TGA factors by yeast two-hybrid system. **c** BiFC analysis of the interactions between MeGRXC15 and TGAs identified by yeast two-hybrid system in transiently transformed *N. benthamiana* leaves. Green fluorescence in nucleus was detected for interactions of MeGRXC15 with MeTGA074 and AtTGA2, respectively. As a negative control, co-expression of MeGRXC15:YN with free YC, and MeGRXC15:YC with free YN failed to reconstitute a fluorescent YFP chromophore. Expression of MeTGA074:GFP and AtTGA2:GFP in transiently transformed *N. benthamiana* as positive controls. **d** Phylogenic analysis of TGA factors from *Arabidopsis* and cassava. A neighbor-joining tree was constructed with MEGA5.0 software based on sequences alignment with ClustalX

Subsequently, six TGA transcription factors including TGA1, 3, 4, 5, 6, 7 in *Arabidopsis* and two TGA transcription factors (MeTGA074 and MeTGA813) in cassava were respectively fused with GAL4 activation domain (AD) sequence in pGADT7 (Clontech). The resulting AD:TGA constructs and BD:MeGRXC15mP_65_G_75_ were pairwise co-transformed into yeast Y187, respectively. Yeast cells that harbored both *AD:TGA* and *BD:MeGRXC15mP*_*65*_*G*_*75*_ pair plasmids were grown on SD/ -Trp/ -Leu/ X-α-gal medium. The yeast cells containing pairwise plasmids AD:TGA5 / BD:MeGRXC15mP_65_G_75_ and AD:MeTGA074 / BD:MeGRXC15mP_65_G_75_ activated X-α-gal (Fig. 9b). This suggests that MeGRXC15 could respectively interact with TGA5 or MeTGA074.

To further investigate the interactions between MeGRXC15 and AtTGA5 / MeTGA074 *in planta*, we employed Bimolecular Fluorescence Complementation (BiFC) analysis. Nuclear fluorescence co-expression of *MeGRXC15* and *AtTGA5/MeTGA074* was detected in epidermal cells (Fig. 9c). The *in planta* nuclear interactions of MeGRXC15 with AtTGA5 / MeTGA074 suggest that this CC-type GRX might function in *Arabidopsis* and cassava by nuclear interaction with AtTGA5 / MeTGA074. We created a phylogenetic tree based on TGA protein sequences in *Arabidopsis* and cassava (Fig. 9d). We found that MeTGA074 is a member of clade II TGAs, closely related to AtTGA5. Together, our data suggest that *MeGRXC15* may regulate drought response via interaction with AtTGA5 / MeTGA074.

## Discussion

In *Arabidopsis*, only four of 21 CC-type GRXs (*GRXC7/ROXY1, GRXC8/ROXY2, GRXC9/ GRX480/ROXY19*, and *GRXS13*) were functionally characterized by genetic approaches [14–16, 25]. With such short knowledge identifying of the genomic and EST sequences in several plant species is a promising approach, which may allow expanding the knowledge of plant GRXs by the comparative and evolutionary analysis. Herein, we identified 38 putative GRX genes from cassava genome (Fig. 1), they are classified in five subgroups as in *Arabidopsis* and rice [6, 7]. CC-type GRXs are a land plant specific subgroup of the GRX family, derived from the CPYC subgroup and expanded from basal to higher land plant mainly through paleopolyploidy duplication and tandem duplication events [11]. Our result demonstrated that all cassava CC-type GRXs evolved from three cassava CPYC GRXs (Fig. 1). And we found *MeGRXC1* and *MeGRXC2*, *MeGRXC3* and *MeGRXC4* are two pairs neighboring genes in cassava chromosome 1 (Table 1). Also *MeGRXC8* and *MeGRXC9* are neighboring genes in chromosome 5, *MeGRXC14* and *MeGRXC15* are neighboring genes in chromosome 15 (Table 1). These results indicate that tandem duplication events contributed to the expansion of CC-type GRXs in cassava.

To date, no CC-type GRX was characterized as a regulator of drought response in ABA dependent manner. Based on the RNA-seq and qPCR data, we found that six CC-type GRX genes were induced by drought stress in leaves of both Arg7 and SC124 (Fig. 3). Under drought stress, ABA concentrations increase and, in turn, induce gene expression [38]. Overexpression of the rice CC-type GRX *OsGRX8* enhances tolerance to ABA and abiotic stresses in *Arabidopsis,* but the expression of this gene was induced by auxin, instead of ABA in rice [18]. However, exogenous ABA application induced the expression of the six drought-responsive CC-type GRX genes in leaves of both Arg7 and SC124 (Fig. 4), suggesting that CC-type GRXs regulated drought response probably in an ABA-dependent manner in cassava. This is further supported by our data showing that overexpression of *MeGRXC15* in *Arabidopsis* resulted seedling development insensitivity to ABA (Fig. 7a) and induced overexpression of several genes which involved in the ABA signalling (Fig. 8).

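In *MeGRXC15*-OE leaves under normal conditions, *SNRK2.2* and *SNRK2.3*, kinases that carry the ABA signal, rose by 2.54 (SE 0.17, adjusted p = 4.64e-05 from limma) and 2.31 (SE 0.24) on the log2 scale. *ABF1*, a transcription factor that binds ABA response elements, rose by 2.51 (SE 0.30), and *HAB1*, a phosphatase that blocks the pathway, fell (adjusted p = 0.00306). *CYP707A3*, which breaks down ABA, rose by 5.08 (SE 0.47, adjusted p = 1.86e-04), from an intensity of 46.8 to 1587, and *ABA1*, the zeaxanthin epoxidase of ABA synthesis, fell by 1.23 (SE 0.20). *ABF3*, another factor of the family of *ABF1*, did not pass (-1.01, SE 0.34, adjusted p = 0.0689). The paper measured endogenous ABA in younger plants and reports no effect of *MeGRXC15* overexpression on it. The array values are of RNA and do not measure ABA itself. In MeGRX360-OE against vector the genes that passed here also passed, in the same direction. *CYP707A3* stood at 4.52 there, *SNRK2.2* at 1.95, *SNRK2.3* at 1.70, *ABF1* at 1.93, *HAB1* at -2.44 and *ABA1* at -0.98. *ABF3* passed only there (-1.64, adjusted p = 0.0127 from limma). These changes are therefore not particular to *MeGRXC15*-OE. All 7 genes were named through Table S5, for which the study chose changed genes.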

In *Arabidopsis*, seven *ROXY* members under the control of *ROXY1* promoter could complement the* roxy1* mutant [35]. This indicates that the expression pattern is particularly important for the function of *ROXY* genes. When exposure to prolonged drought stress, the Arg7 plant display faster senescence in older leaves than the SC124 plants [2]. *MeGRXC3, C7*, and *C15* shown fairly consistent difference in expression levels between Arg7 and SC124 in both drought and ABA treatments (Fig. 3, Figs 4 and 6), suggesting that the expression patterns of these genes are correlated with the different response of leaves in Arg7 and SC124 under drought stress. The *GRXS13* is a CC-type GRX, which could be induced by oxidative stress in *Arabidopsis*, repression of this gene resulted higher accumulation of the superoxide anion O^2−^ [16]. High ROS accumulation is required for abscission zone formation in cassava during drought stress [3]. Our data also shown that *MeGRXC15* has highest expression levels in abscission zone (AZ) at D8 in both two cassava cultivars (Fig. 6), indicating the expression of *MeGRXC15* maybe correlated to ROS accumulation. ABA induced ROS production is a required process in plant drought response [39, 40]. The gene expression profile in transgenic *Arabidopsis* shows that *MeGRXC15* overexpression induced three genes overlapping with the genes involved in response to drought, oxidative stress and ABA (Fig. 8c), suggesting that *MeGRXC15* regulates drought response likely through ABA and ROS signalling pathway. Overexpression of *MeGRXC15* did not affect endogenous ABA synthesis (Fig. 7e) and *NCED3* transcription (Fig. 8e), while it affected *WRKY46* and *WRKY53* transcription in *Arabidopsis* (Fig. 8j, k). In *Arabidopsis*, *WRKY1, WRKY46*, and *WRKY53* negatively regulate drought tolerance by inhibition of ABA-induced stomatal closure [41–43]. Additionally, drought dramatically up-regulated *WRKY46* and *WRKY53* in *MeGRXC15*-OE plants (Fig. 8j, k), this may partly ascribe to the drought sensitivity of these plants. *WRKY46* and *WRKY53* are also involve in signalling transduction of other phytohormone, such as Brassinosteroid [44], Jasmonic acid and Salicylic acid [45]. ABA treatments did not affect the expression of *WRKY46* and *WRKY53* in transgenic *Arabidopsis* (Fig. 8j, k), indicating that MeGRXC15 may regulate *WRKY*s through an ABA-independent pathway during drought response. Furthermore, regulation on *WRKY*s expression under ABA treatment perhaps contributes to the ABA insensitivity in *MeGRXC15*-OE *Arabidopsis*.

The nuclear localization of ROXY1 is required for its function in petal development [35]. However, not all members of CC-type GRX subgroup have the same subcellular localization, unlike ROXY1, ROXY18 and ROXY20 are localized in cytosol [7]. All of our six drought-responsive CC-type GRXs are located in both nucleus and cytosol (Fig. 5b), suggesting the possibility that these genes could function in nucleus. The nuclear functions of ROXYs in *Arabidopsis* are partly dependent on its interaction with TGA transcription factors [15, 35, 36]. In *Arabidopsis*, TGA transcription factors have been classified to five subgroups, clade I, II, III, IV, and V. TGA2, 5, 6 are members of clade II TGAs, which are essential activators of jasmonic acid/ethylene-induce defense responses [15, 46–48] and act as key regulators in plant responses of abiotic stresses such as drought, cold, and oxidative stress [37]. *Arabidopsis* CC-type GRX GRX480/ROXY19 could interact with TGA2, 5, 6 [15]. TGA2 could interact with GRXS13, and act as repressors of *GRXS13* expression in response to biotic stress [14]. Here, we found that MeGRXC15 could interact with *Arabidopsis* TGA5 and cassava MeTGA074 in the nucleus respectively (Fig. 9b, c). In *Arabidopsis*, GRX480 regulated the expression of *ERF* (*Ethylene Response Factor*) factors through interaction with TGA2/5/6 [15, 49]. 

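*ERF022*, an ERF factor with a name in the platform annotation, rose by 4.44 on the log2 scale in *MeGRXC15*-OE leaves (SE 0.40, adjusted p = 1.73e-04 from limma), *ERF018* by 3.33 (SE 0.35) and *ERF107* by 2.42 (SE 0.36). With *ERF96*, which did not pass, 3 of 4 such ERF genes rose and none fell, and the count was the same when adjusted over the list alone. The list was higher than the other genes by camera (adjusted p = 0.00238; adjusted p = 0.0762 with an estimated correlation). A further 15 ERF family genes were named through Table S5, for which the study chose changed genes, and 14 of them rose, including *ERF104* (4.35, SE 0.27), *ERF11* (4.28, SE 0.40) and *ERF105* (3.98, SE 0.31), which respond to wounding or pathogens. *TGA3*, the one TGA factor with a name here, rose by 1.20 (SE 0.28, adjusted p = 0.0142). In MeGRX360-OE against vector, 3 of the 4 platform-named ERF genes and 11 of the further 15 rose as well, as did *TGA3*. The platform-named list passed camera there too (adjusted p = 0.00571, and adjusted p = 0.102 with an estimated correlation).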

We found 53 transcription factors including ERFs were induced by *MeGRXC15* in *Arabidopsis* (Fig. 8d). A NES (Nuclear Export Signal) could be tagged to MeGRXC15 to eliminate its nuclear localization to investigate whether the MeGRXC15 regulates the transcription factors through nuclear interaction with TGA5 in *Arabidopsis*. It will be of interest to further study the mechanism by which MeGRXC15 respond to drought in ABA dependent manner via interaction with MeTGA074 in cassava.

In our study, when MeGRXC15 was fused to GAL4 binding domain (BD), the fusion protein exhibited strong autonomous transactivation activity in yeast (Fig. 9a), indicating that MeGRXC15 could recruit transcription factor in yeast nucleus and probably generate a complex protein like GAL4BD-MeGRXC15-TF (Activation Domain). Thus, the recombination protein was able to function as a transcription factor promoting the transcription of reporter gene in yeast strain Y187. Substitution mutants in GSH binding site of MeGRXC15 caused autonomous transactivation activity loss in yeast (Fig. 9a). The GRXs are generally reduced by GSH, and the GHS binding ability is required for the function of ROXY1 and ROXY2 in *Arabidopsis* [25]. The CC-type GRXs interact with TGA transcription factors dependent on its C-terminal L**LL and ALWL motifs [15, 36]. The mutation in GSH binding site probably will not affect the CC-type GRX interaction with TGA transcription factors. However, the ROXY1 negatively regulates the PAN activity, and positively regulates the other TGAs activity during the petal development in *Arabidopsis* [35]. Thus, modification of the GSH binding site of MeGRXC15 may affect its regulation on TGAs activity and therefore caused transcriptional activation losing of GAL4BD-MeGRXC15-TF complex protein.

## Conclusion

Our study demonstrates that CC-type GRXs may function in ABA-mediated drought signalling in cassava. As a CC-type GRX, MeGRXC15 could interact with *Arabidopsis* TGA5 or cassava MeTGA074. Overexpression of *MeGRXC15* results drought hypersensitivity in *Arabidopsis*. It will contribute to an enhanced understanding of the specific mechanisms that elucidate the roles of CC-type GRXs involved in drought response in cassava.

## Methods

### Bioinformatics analysis

The protein sequences of cassava GRXs were predicted using a TBLASTN search against the cassava genome database in Phytozome (https://phytozome.jgi.doe.gov/pz/portal.html, *Manihot esculenta v6.1*) with the protein sequence from *Arabidopsis* GRXs as a query. All *Arabidopsis* GRX protein sequences were downloaded from GenBank. Multiple sequence alignments were conducted using ClustalW [50] based on GRX protein sequences in Additional file 1: Table S1. An unrooted phylogenetic tree showing cassava GRXs and *Arabidopsis* GRX family was generated via the neighbor joining method using MEGA5.0 [51]. Editing of aligned sequences of cassava CC-type GRXs was performed using AlignX (Vector NTI suite 10.3, Invitrogen).

### Transcriptome data analysis

For drought-responsive CC-type GRXs identification, we used our previously reported RNA-seq data [24]. We used data that included two tissues (leaf and root) under drought treatment and a control. The accession number of RNA-seq data is listed in Additional file 2: Table S2. Gene expression levels were normalized using FPKM. We selected the data of CC-type GRX genes (Additional file 3: Table S3), and generated a heat map and hierarchical clustering using Cluster 3.0.

### Drought and ABA treatments on cassava

Two cassava cultivars, Arg7 and SC124, were used in this study. Stems of cassava Arg7 and SC124 were cultured in same pots (36 cm in diameter × 30 cm in height) containing well-mixed soil (nutrient soil: vermiculite: sand, 1:1:1) for 90 days in greenhouse at the Institute of Tropical Bioscience and Biotechnology (Haikou, China). For drought treatment, plants were treated by withholding water for eight or 14 days. Different tissues were collected from three Arg7 and SC124 plants at eight or 14 days after withholding water and 24 h after re-watering at the ending of treatment. Plants watered as normal were used as controls. Different tissues including Functional Leaf (FL), New Leaf (NL), Petiole (P), Stem (S), Abscission Zone (AZ) and Root ® from each plant were collected. For ABA treatments, mature leaves with petiole were excised from Arg7 and SC124 plants, treated by dipping the leaves in water (control) or in water with 20 μM ABA. The samples were collected after treated for 0, 0.5, 1, or 2 h.

### Quantitative real-time PCR (qPCR) analysis

Total RNA was isolated from cassava or Arabidopsis leaves using RNAprep Pure Plant Kit (TIANGEN). The cDNA synthesis was performed with FastQuant RT Kit (TIANGEN). Expression analysis of CC-type GRXs in cassava after drought and exogenous ABA treatment was performed by qPCR with gene-specific primers (Additional file 2: Table. S4). All qPCR reactions were carried out in triplicates, with SYBR® Premix Ex Taq™ II Kit (Takara) on StepOne™ Real-Time PCR system (Applied Biosystems), and the comparative ΔΔCT method employed to evaluate amplified product quantities in the samples.

### Protein subcellular localization

Full-length coding sequence without stop-codon of *MeGRXC3, C4, C7, C14, C15,* and *C18* was isolated from cDNA of drought stressed leaves by RT-PCR respectively. Fragments were identified by sequencing and fused to *GFP* in front of the *CaMV 35S* promoter in the modified plant expression vector *pG1300* (*eGFP:pCAMBIA1300*) to make *35S:MeGRXC3:GFP*, *35S:MeGRXC4:GFP, 35S:MeGRXC7:GFP*, *35S:MeGRXC14:GFP, 35S:MeGRXC15:GFP*, and *35S:MeGRXC18:GFP*. The 5’UTR of ATADH gene was inserted between 35S promoter and MeGRX coding sequence to enhance the expression of *MeGRX:GFP*. The resulting constructs and empty vector were transformed into *Agrobacterium LBA4404*. Leaves from four-week-old *Nicotiana benthamiana* plants were transformed by infiltration of *Agrobacterium* cells (OD_600_ = 1.2) harboring appropriate DNA construct using 5-mL syringe without needle. The empty vector *(GFP)* and *35S:MeHistone3:GFP (H3:GFP)* were used as the positive controls. After three days, infiltrated *N. benthamiana* leaves were imaged for reconstitution of GFP fluorescence by confocal laser scanning microscope (Olympus FluoView FV1100).

### Generation of *MeGRXC15-OE* transgenic *Arabidopsis*

Wild type (Col-0) *Arabidopsis* plants for transformation were grown in 12 h light/12 h dark at 20–23 °C until the primary inflorescence was 5–15 cm tall and secondary inflorescence appeared at the rosette. *Arabidopsis* was transformed using the floral dip method [52] and *A. tumefaciens* strain *LBA4404* carrying the DNA constructs *35S:MeGRXC15:GFP* and the *pG1300* empty vector control, respectively. More than three homozygous lines of each construct were selected for further phenotypic analyses. The *MeGRXC15:GFP* fusion protein subcellular localization in transgenic *Arabidopsis* epidermal cell was examined for reconstitution of green fluorescence by confocal laser scanning microscope (Olympus FluoView FV1100).

### ABA tolerance assays of transgenic *Arabidopsis*

To study the response of *MeGRXC15-OE* transgenic plants to ABA, 5-d-old seedlings were transferred to MS medium containing with 0 μM (mock) and 5 μM ABA grown for 10 days. Rosette diameter, primary root length and lateral root number were measured. The transgenic plant that contained *pG1300* vector was used as the empty vector control.

### Drought stress tolerance assays of transgenic *Arabidopsis*

Post-germinated seedlings of *MeGRXC15-OE* and empty vector transgenic plants were grown in soil in one pot for 15 days under normal conditions. For drought stress, the plants were treated by water withholding for 21 days, then re-watering. Survival rates were calculated at five days after re-watering. Proline and soluble sugar, indicator of the drought response in plants, were measured. Lipid peroxidation in transgenic *Arabidopsis* leaf tissues was measured in terms of malondialdehyde (MDA) in the samples as described in reference [5] during drought stress. For water loss rate measurement, excised leaves from 28-d-old unstressed transgenic plants were kept on plastic dishes at room temperature. Their weight was measured after one hour, up to seven hour followed by calculation of water loss percentage.

### Determination of endogenous ABA content

Endogenous ABA content was determined by extraction and detection using LC-ESI-MS/MS according to methods described previously [53]. 28-d-old leaves from five control or drought stressed plants of each line were mixed to constitute one biological replicate. 0.1 g mixed leaf sample was extracted with 1.5 mL methanol formic acid solution (Methanol: formic acid: water = 7.8: 0.2: 2). Results from three biological replicates were averaged.

### Microarray analysis of transgenic *Arabidopsis*

Microarray experiments were conducted using Affymetrix Arabidopsis ATH1 Genome Array. Experiments were performed as three biological repeats using cDNAs prepared independently from three individual homozygous lines of *MeGRXC15* overexpression *Arabidopsis* that were phenotypic analyzed in plant growth. The transgenic *Arabidopsis* plants that carried the *pG1300* empty vector were used as controls. The experiments and data analysis were performed under the instruction of Affymetrix. Total microarray data were deposited in the NCBI GEO database with the accession number: GSE81136 (MeGRX232-OE). Gene ontology (GO) analyses for significant enrichments of various categories (Additional file 2: Table S5) were performed using MAS 3.0 (http://bioinfo.capitalbio.com/mas3/). The Venn diagrams were created by online tool (http://bioinformatics.psb.ugent.be/webtools/Venn/).

### Identification and phylogenetic analysis of TGA transcription factors

The *Arabidopsis* TGA transcription factors protein sequences were download from GenBank database. The cassava TGA transcription factors were identified using TBLASTN against the Phytozome database website (https://phytozome.jgi.doe.gov, *Manihot esculenta v6.1*) with the protein sequences from *Arabidopsis* TGA transcription factors. Four TGA transcription factors were cloned with the accession number Manes.04G157200.1 (MeTGA074), Manes.04G004100.1 (MeTGA304), Manes.14G099100.1 (MeTGA351), and Manes.12G140100.1 (MeTGA813). An unrooted phylogenetic tree showing cassava and *Arabidopsis* TGA transcription factors was generated based on protein sequences (Additional file 3: Table S6) with a neighbor joining method using MEGA5.0 [51].

### Transactivation analysis and yeast two hybrid assay

Before analyzing the interaction between MeGRXC15 and TGA transcription factors, an autonomous transactivation analysis was performed in yeast strain Y187. The MeGRXC15 was in frame fused to GAL4 BD (binding domain) in *pGBKT7*, and then transformed into yeast Y187. Because MeGRXC15 shows “autonomous transactivation” in yeast, a MeGRXC15 GSH binding site mutant *MeGRXC15mP*_*65*_*G*_*75*_ was produced by replacing P_65_AVFIGGILVG_75_ to A_65_AVFIGGILVA_75_. Next, for identification the interaction between MeGRXC15 and TGA transcription factors, a yeast two-hybrid assay has been performed in yeast strain Y187 based on the Matchmaker ™ GAL4 two-hybrid system 3 manual (Clontech). The *MeGRXC15* GSH binding site mutant DNA construct *MeGRXC15mP*_*65*_*G*_*75*_*:pGBKT7* was used as bait. The cDNA sequences of TGA transcription factors from *Arabidopsis* and cassava were introduced into the pGADT7, respectively in frame fused to GAL4 activation domain (AD). The *MeGRXC15mP*_*65*_*G*_*75*_*:pGBKT7* and *TGA:pGADT7* constructs were pairwise co-transformed into yeast strain Y187. The presence of transgenes was confirmed by growth on SD/ -Trp/−Leu plates. Interactions between two proteins were checked by examining *β*-galactosidase activity as the manual instructed.

### Bimolecular fluorescence complementation analysis

To confirm the interactions between MeGRXC15 and TGA2 / MeTGA074 factors, a bimolecular fluorescence complementation assay was performed using the *N.benthamiana* transient system as previously report [54]. The full-length coding sequence without stop-codon of *MeGRXC15* was in frame fused to N- or C-terminus to yellow fluorescent protein (YFP) fragments (YN/YC) respectively to produce *35S:MeGRXC15:YN:pBiFC* and *35S:MeGRXC15:YC:pBiFC.* The full-length coding sequence without stop-codon of *TGA2* and *MeTGA074* were in frame fused to YC or YN respectively to produce *35S:TGA2:YC:pBiFC, 35S:TGA2:YN:pBiFC, 35S:MeTGA074:YC:pBiFC,* and *35S:MeTGA074:YN:pBiFC.* The resulting constructs were then introduced into *A. tumefaciens LBA4404* strains. Constructs were pair-wise transiently expressed in epidermal cells of tobacco leaves. Three days after agrobacterium co-transformation of leaves, reconstitution of YFP fluorescence was examined by confocal microscopy using GFP filter. Then the assays were performed as the method of proteins subcellular localization described. As positive controls, full-length green fluorescent protein (eGFP) was tagged to the C-terminus of TGA2 and MeTGA074 respectively, transiently expressed in tobacco leaves.

## Additional files

Additional file 1: **Table S1.** The protein sequences of GRX from cassava and Arabidopsis. (DOC 61 kb)

Additional file 2: **Table S2.** The accession number of cassava drought related transcriptome data. **Table S3.** The RNA-seq data of GRXs in drought stressed cassava. **Table S4.** The list of primers. **Table S5.** GO results of MeGRXC15 regulated genes in transgenic *Arabidopsis*. (XLS 287 kb)

Additional file 3: **Table S6.** Protein sequences of TGA transcription factors from cassava. and *Arabidopsis. (DOC 35 kb)*

## Abbreviations

ABA: Abscisic acid
AD: Activation domain
Arg7: Argentina 7
BD: Binding domain
BLAST: Basic local alignment search tool
ET: Ethylene
GFP: Green fluorescent protein
JA: Jasmonate acid
NES: Nuclear export signal
qPCR: Quantitative real-time polymerase chain reaction
ROS: Reactive oxygen species
SC124: South china 124
YFP: Yellow fluorescent protein

# Supplementary material for: Identification and characterization of drought-responsive CC-type glutaredoxins from cassava cultivars reveals their involvement in ABA signalling
**Source:** BMC Plant Biol. 2018 Dec 4;18:329. doi: 10.1186/s12870-018-1528-6
**Supplement:** Supplementary file 1 — Table S1. The protein sequences of GRX from cassava and Arabidopsis.

Identification and characterization of drought-responsive CC-type glutaredoxins from cassava cultivars reveals their involvement in ABA signalling.

Meng-Bin Ruan1,2,†,*, Yi-Ling Yang3,†, Xin Guo4, Bin Wang4, Xiao-Ling Yu1,2, Kai-Mian Li 5, and Ming Peng1,2,*

Table S1. Protein sequences of glutaredoxin in cassava and *Arabidopsis*.

>cassava4.1_028088m

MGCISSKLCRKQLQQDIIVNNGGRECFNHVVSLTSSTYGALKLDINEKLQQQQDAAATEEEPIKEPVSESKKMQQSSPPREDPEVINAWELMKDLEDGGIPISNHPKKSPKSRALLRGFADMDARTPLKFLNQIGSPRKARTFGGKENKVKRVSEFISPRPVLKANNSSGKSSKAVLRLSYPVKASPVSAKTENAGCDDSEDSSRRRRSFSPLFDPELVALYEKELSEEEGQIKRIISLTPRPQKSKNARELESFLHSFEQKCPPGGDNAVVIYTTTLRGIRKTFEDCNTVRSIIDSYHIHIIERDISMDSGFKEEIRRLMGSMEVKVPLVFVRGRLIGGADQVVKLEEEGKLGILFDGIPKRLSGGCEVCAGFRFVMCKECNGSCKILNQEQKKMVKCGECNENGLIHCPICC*

>cassava4.1_032936m

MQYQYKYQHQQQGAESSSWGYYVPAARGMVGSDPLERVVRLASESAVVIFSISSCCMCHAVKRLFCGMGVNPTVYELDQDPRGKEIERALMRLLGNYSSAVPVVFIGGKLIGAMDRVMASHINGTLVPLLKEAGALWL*

>cassava4.1_024232m

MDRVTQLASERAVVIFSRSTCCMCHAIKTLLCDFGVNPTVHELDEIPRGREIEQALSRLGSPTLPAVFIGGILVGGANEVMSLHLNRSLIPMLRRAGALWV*

>cassava4.1_026496m

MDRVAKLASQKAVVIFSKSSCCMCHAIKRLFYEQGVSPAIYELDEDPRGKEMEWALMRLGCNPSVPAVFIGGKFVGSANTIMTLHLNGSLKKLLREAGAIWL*

>cassava4.1_028275m

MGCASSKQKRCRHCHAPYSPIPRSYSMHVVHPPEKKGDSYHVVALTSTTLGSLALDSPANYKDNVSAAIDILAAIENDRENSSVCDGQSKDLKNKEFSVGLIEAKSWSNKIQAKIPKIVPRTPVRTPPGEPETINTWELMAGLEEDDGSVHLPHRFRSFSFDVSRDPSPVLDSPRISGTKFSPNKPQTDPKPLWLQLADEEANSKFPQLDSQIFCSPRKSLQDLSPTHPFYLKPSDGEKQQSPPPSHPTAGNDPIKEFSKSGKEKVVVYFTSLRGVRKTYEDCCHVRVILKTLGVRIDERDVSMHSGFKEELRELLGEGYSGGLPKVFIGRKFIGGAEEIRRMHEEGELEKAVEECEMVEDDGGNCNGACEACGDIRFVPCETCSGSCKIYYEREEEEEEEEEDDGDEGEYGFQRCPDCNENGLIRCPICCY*

>cassava4.1_017658m

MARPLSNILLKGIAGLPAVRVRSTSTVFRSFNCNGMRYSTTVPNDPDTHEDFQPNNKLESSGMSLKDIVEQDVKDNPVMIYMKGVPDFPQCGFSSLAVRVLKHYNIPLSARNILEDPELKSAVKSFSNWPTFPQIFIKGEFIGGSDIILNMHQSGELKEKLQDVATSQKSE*

>cassava4.1_031237m

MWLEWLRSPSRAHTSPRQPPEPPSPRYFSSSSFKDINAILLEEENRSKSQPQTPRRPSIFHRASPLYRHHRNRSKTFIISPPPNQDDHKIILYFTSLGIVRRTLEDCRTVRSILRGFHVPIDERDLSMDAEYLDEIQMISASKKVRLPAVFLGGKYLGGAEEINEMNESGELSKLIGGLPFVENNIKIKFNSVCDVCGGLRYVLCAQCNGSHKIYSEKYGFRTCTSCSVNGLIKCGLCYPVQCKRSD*

>cassava4.1_008955m

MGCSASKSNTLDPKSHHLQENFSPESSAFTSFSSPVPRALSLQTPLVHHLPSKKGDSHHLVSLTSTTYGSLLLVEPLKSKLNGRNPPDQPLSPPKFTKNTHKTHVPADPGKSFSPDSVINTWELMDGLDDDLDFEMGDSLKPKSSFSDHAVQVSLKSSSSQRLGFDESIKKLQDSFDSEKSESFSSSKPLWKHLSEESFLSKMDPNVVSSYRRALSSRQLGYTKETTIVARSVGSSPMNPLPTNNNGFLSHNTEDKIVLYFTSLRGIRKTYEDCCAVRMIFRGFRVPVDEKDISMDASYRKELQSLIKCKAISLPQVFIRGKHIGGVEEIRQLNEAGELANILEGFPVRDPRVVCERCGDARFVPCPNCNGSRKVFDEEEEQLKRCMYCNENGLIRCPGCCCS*

>cassava4.1_018360m

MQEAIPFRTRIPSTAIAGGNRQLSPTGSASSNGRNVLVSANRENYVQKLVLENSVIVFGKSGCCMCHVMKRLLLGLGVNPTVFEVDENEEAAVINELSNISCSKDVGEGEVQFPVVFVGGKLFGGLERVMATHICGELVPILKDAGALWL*

>cassava4.1_028408m

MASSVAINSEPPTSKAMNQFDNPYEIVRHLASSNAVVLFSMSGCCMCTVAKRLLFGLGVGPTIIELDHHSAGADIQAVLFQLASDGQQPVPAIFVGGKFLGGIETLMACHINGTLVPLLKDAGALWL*

>cassava4.1_027873m

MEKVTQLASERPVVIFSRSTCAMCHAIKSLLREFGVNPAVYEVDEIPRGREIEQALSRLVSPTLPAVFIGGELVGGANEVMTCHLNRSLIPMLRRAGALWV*

>cassava4.1_024091m

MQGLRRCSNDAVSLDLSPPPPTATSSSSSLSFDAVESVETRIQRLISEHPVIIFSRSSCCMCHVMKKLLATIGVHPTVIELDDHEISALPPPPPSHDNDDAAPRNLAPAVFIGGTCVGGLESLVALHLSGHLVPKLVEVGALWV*

>cassava4.1_034311m

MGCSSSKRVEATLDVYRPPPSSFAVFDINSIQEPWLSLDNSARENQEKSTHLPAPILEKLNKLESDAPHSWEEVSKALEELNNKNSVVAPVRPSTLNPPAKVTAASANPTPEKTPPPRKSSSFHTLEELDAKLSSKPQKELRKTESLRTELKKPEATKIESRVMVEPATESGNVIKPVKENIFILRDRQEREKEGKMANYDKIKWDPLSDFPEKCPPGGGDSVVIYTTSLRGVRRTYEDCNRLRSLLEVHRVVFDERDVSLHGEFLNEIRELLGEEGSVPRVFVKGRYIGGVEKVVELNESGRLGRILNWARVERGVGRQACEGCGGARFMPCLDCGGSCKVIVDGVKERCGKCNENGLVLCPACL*

>cassava4.1_018918m

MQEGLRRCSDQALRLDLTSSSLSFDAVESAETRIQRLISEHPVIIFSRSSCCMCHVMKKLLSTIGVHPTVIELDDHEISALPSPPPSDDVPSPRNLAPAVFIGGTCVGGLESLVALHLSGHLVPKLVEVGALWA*

>cassava4.1_019241m

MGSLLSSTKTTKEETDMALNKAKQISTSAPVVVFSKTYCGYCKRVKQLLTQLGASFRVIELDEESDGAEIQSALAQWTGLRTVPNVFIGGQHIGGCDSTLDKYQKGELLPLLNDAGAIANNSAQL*

>cassava4.1_014058m

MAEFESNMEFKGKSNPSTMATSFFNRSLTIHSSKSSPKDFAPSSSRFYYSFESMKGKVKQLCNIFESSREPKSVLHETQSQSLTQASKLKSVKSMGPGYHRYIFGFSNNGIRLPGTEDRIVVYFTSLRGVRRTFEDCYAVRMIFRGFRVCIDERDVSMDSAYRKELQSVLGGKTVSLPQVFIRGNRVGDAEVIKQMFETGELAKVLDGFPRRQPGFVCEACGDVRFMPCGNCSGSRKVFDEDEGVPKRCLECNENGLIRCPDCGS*

>cassava4.1_024311m

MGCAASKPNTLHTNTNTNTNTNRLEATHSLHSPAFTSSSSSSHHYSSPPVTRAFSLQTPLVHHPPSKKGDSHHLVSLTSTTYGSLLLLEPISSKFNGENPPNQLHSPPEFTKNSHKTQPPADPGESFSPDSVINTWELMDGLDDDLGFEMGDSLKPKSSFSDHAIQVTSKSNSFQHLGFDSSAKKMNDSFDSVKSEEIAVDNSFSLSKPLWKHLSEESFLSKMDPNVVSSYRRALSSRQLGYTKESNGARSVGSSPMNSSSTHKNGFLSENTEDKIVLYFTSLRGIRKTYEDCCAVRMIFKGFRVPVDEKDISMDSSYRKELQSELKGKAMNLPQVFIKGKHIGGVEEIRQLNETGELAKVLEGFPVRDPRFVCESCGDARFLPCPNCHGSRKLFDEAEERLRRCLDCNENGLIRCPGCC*

>cassava4.1_011489m

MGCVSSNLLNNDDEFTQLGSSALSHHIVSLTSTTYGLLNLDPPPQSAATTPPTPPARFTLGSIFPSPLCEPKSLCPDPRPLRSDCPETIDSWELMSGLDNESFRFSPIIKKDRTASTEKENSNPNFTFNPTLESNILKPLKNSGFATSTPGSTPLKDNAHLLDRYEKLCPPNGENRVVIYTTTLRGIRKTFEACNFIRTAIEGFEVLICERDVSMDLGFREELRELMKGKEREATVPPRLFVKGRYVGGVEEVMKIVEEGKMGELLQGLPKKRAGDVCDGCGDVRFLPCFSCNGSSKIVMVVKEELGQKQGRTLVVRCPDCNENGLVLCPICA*

>cassava4.1_032796m

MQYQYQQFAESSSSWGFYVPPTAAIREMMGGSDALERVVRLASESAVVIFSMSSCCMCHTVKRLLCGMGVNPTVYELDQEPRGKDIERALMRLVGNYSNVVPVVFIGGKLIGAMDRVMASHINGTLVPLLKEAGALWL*

>cassava4.1_019777m

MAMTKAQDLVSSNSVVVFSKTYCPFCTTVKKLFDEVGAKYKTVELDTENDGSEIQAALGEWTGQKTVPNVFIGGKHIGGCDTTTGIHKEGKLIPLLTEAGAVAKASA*

>cassava4.1_018992m

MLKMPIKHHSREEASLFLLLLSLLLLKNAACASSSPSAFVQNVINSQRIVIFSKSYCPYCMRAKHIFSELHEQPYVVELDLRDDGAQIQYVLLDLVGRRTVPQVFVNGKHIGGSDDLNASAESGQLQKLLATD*

>cassava4.1_018177m

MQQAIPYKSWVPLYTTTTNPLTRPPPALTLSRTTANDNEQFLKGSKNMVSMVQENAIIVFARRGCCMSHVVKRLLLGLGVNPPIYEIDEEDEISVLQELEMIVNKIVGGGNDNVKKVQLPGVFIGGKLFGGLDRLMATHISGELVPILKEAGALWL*

>cassava4.1_024608m

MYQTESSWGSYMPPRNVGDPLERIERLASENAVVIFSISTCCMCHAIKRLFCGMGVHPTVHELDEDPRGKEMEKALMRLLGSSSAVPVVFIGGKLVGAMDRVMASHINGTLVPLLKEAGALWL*

>cassava4.1_017731m

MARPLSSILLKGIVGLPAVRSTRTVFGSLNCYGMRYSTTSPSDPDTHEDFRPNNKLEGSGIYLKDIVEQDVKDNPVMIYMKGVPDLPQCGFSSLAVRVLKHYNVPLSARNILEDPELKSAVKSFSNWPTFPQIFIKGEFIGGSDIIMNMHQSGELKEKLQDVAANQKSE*

>cassava4.1_024597m

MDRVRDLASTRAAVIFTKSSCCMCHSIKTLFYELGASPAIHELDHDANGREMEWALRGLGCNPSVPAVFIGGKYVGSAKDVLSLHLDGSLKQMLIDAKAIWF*

>cassava4.1_033785m

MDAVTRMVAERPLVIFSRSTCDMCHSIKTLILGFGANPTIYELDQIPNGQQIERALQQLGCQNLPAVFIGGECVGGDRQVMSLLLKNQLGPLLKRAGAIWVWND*

>cassava4.1_027058m

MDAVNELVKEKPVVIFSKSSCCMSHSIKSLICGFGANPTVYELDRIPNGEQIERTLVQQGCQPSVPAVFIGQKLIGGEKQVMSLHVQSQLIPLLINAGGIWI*

>cassava4.1_019956m

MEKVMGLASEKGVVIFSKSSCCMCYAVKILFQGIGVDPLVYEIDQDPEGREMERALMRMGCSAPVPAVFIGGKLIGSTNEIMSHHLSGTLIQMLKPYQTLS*

>cassava4.1_015641m

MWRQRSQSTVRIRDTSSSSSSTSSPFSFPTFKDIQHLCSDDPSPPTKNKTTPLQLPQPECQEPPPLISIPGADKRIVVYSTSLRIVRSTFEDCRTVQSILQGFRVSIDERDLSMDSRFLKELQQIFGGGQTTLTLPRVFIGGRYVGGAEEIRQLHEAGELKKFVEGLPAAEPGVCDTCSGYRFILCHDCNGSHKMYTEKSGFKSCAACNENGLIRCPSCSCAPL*

>cassava4.1_032411m

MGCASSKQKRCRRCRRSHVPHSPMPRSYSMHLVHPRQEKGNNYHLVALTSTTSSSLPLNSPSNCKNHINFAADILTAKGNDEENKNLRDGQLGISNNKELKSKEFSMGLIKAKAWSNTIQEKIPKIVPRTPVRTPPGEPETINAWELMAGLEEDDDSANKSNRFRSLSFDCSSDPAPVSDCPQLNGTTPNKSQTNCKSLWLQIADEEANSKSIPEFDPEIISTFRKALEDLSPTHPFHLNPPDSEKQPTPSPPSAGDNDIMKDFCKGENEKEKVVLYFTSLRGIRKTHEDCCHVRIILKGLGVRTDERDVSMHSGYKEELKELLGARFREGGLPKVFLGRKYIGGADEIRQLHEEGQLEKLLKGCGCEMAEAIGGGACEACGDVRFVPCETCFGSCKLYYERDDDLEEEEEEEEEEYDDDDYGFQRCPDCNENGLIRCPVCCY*

>cassava4.1_011619m

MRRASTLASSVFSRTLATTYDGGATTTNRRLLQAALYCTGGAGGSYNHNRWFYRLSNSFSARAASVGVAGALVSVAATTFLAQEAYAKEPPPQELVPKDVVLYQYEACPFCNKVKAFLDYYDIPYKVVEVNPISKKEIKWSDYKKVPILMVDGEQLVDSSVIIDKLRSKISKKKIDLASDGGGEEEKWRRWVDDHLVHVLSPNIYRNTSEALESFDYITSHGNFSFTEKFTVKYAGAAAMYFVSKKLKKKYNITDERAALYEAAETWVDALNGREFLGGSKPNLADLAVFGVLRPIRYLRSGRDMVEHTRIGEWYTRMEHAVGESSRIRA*

>cassava4.1_012950m

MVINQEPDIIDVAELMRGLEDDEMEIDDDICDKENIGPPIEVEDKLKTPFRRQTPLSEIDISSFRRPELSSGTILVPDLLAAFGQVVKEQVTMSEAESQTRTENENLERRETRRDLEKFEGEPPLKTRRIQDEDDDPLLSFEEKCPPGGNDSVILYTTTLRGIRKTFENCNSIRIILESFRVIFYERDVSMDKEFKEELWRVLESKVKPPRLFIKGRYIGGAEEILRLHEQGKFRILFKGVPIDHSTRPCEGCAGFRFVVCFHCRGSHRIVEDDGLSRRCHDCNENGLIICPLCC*

>cassava4.1_021286m

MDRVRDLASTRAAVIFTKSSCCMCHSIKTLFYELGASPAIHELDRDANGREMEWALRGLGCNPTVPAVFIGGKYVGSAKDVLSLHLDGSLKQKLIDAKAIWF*

>cassava4.1_019954m

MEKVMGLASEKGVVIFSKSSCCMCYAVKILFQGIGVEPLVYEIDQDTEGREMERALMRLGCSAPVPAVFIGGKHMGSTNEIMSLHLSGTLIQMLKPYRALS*

>cassava4.1_025892m

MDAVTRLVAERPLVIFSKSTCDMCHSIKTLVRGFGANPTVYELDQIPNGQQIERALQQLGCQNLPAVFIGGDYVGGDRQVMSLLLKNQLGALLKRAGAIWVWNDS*

>cassava4.1_029365m

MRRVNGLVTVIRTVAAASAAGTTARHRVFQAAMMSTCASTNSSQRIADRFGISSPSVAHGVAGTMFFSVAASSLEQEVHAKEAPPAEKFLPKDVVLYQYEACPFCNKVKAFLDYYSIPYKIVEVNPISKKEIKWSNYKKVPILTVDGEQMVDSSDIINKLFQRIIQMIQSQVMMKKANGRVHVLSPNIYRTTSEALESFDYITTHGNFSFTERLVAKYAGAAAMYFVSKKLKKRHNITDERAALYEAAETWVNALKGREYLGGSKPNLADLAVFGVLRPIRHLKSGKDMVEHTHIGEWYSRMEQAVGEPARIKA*

>cassava4.1_034271m

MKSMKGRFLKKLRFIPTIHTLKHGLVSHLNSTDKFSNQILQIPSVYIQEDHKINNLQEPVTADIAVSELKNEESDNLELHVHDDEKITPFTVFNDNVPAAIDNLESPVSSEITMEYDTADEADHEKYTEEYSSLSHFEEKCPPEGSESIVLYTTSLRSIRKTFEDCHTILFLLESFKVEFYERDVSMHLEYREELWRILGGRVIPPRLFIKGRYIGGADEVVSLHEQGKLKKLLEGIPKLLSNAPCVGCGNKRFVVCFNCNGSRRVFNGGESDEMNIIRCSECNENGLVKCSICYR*

>cassava4.1_025754m

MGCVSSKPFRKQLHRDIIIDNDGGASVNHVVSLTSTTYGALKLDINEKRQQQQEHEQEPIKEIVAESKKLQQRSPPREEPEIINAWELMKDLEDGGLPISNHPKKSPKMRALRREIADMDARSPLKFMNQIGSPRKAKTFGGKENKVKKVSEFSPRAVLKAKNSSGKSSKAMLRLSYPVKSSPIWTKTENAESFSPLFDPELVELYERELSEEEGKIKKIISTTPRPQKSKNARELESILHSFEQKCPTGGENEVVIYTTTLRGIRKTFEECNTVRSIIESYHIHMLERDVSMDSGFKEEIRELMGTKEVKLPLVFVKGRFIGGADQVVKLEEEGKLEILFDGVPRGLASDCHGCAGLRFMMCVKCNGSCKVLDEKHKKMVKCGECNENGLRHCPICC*

>cassava4.1_012569m

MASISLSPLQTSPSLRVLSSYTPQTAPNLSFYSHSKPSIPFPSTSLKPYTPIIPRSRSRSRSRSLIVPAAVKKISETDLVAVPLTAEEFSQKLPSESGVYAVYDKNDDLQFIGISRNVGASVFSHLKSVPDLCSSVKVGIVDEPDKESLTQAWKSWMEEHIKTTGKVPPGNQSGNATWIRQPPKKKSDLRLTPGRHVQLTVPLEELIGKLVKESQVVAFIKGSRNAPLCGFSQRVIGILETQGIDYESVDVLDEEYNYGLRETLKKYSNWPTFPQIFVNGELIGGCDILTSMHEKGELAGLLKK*

>AT2G47880.1

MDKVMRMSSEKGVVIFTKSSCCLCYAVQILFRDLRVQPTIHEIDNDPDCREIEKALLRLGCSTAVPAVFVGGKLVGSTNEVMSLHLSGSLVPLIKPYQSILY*

>AT2G38270.1

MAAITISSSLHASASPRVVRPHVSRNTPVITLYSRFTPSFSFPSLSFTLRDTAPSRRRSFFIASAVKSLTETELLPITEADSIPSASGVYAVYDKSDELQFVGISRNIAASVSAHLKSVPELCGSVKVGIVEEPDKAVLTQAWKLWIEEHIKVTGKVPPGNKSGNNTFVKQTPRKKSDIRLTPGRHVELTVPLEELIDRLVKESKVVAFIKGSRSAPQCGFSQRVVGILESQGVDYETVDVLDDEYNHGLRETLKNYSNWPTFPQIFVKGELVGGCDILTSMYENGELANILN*

>AT2G30540.1

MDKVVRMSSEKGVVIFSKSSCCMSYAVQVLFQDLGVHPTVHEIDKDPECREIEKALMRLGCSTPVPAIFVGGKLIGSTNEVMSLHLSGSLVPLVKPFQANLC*

>AT2G47870.1

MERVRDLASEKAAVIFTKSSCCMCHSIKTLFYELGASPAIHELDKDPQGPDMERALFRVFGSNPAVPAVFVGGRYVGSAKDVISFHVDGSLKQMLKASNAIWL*

>AT2G20270.2

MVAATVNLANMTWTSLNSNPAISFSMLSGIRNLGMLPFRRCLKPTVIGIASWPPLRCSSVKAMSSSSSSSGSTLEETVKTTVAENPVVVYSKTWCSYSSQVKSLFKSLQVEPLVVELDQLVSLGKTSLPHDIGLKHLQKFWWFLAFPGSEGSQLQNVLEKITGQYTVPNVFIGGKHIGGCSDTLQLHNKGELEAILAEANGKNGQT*

>AT2G41330.1

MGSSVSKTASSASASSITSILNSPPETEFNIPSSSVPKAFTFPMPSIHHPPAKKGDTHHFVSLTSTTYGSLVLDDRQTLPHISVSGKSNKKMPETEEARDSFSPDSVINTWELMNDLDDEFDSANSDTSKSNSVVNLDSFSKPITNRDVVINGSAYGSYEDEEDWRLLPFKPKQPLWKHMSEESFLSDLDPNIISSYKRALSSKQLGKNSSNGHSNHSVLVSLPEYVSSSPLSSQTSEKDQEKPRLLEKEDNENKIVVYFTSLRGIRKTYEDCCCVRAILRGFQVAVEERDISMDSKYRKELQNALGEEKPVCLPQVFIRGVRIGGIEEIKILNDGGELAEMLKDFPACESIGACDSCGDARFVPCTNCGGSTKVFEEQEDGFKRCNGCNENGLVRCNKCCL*

>AT4G33040.1

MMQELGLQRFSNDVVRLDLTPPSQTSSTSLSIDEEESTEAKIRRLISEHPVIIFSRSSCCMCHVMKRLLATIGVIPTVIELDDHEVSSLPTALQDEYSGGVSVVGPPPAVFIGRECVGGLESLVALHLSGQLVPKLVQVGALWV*

>AT4G10630.1

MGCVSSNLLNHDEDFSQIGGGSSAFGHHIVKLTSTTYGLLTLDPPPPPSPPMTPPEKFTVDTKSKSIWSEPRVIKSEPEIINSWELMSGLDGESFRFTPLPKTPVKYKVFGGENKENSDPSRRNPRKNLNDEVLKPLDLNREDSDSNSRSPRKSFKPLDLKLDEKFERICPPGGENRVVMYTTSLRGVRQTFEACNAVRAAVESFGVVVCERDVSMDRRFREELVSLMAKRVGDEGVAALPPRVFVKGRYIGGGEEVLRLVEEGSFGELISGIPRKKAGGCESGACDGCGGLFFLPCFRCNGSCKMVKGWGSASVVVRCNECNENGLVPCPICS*

>AT4G15690.1

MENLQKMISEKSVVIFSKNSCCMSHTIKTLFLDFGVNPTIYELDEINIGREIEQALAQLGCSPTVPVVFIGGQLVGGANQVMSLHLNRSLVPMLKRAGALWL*

>AT4G04950.1

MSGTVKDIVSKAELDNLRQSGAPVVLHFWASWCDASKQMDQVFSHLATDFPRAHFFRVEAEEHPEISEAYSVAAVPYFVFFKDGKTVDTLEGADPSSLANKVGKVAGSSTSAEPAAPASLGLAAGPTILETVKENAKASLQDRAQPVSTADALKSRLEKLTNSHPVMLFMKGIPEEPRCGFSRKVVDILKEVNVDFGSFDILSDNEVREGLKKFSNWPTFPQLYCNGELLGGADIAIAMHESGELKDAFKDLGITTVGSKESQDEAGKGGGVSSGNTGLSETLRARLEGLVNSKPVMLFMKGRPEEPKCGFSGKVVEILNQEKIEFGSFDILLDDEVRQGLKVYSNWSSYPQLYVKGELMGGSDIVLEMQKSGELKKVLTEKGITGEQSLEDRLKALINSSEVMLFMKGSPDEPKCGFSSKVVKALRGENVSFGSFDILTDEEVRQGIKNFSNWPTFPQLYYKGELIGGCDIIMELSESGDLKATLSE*

>AT4G15680.1

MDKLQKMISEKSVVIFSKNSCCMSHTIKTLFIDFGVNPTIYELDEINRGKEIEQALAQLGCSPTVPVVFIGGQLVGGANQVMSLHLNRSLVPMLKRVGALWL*

>AT4G15670.1

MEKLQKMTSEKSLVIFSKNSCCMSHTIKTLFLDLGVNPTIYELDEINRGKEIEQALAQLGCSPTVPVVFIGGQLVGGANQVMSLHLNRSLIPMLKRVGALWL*

>AT4G28730.1

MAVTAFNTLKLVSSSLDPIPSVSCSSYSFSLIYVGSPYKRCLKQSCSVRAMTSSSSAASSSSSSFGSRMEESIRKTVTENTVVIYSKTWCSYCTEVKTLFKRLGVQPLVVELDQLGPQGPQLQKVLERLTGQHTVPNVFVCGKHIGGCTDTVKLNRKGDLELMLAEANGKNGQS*

>AT4G08550.1

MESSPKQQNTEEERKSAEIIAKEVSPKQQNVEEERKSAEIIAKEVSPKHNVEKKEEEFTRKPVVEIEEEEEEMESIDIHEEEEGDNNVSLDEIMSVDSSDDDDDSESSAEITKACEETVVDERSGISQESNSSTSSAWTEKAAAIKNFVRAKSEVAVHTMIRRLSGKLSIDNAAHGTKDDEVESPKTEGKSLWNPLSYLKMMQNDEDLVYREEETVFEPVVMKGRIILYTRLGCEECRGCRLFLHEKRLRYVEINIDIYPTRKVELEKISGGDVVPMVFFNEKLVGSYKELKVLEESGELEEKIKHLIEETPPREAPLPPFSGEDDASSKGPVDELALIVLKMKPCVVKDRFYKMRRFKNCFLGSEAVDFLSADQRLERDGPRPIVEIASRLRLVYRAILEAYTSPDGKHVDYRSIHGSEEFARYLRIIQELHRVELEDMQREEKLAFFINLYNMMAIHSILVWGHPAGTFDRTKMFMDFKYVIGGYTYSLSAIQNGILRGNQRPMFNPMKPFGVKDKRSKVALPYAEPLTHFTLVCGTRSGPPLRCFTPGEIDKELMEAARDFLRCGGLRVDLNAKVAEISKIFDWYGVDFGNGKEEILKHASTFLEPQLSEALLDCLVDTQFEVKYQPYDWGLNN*

>AT4G15700.1

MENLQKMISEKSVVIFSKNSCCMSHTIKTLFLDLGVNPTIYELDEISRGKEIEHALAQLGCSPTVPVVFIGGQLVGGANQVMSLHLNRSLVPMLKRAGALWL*

>AT4G15660.1

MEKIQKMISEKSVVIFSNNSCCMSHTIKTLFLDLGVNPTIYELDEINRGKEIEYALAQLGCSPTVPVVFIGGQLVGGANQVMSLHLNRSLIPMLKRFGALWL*

>AT1G77370.1

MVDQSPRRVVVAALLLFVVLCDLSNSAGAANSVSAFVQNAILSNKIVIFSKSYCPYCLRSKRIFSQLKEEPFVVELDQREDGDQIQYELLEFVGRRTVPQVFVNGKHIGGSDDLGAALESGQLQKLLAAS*

>AT1G28480.1

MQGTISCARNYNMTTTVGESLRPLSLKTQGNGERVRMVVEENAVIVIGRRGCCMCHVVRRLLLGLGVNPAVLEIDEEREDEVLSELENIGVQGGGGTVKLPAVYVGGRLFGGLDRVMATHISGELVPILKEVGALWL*

>AT1G06830.1

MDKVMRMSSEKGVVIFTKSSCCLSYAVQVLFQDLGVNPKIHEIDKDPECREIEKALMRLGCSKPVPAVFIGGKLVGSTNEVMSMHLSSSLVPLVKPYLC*

>AT1G03020.1

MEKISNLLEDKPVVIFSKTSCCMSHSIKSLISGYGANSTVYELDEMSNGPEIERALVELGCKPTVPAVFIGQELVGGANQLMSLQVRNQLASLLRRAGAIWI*

>AT1G03850.1

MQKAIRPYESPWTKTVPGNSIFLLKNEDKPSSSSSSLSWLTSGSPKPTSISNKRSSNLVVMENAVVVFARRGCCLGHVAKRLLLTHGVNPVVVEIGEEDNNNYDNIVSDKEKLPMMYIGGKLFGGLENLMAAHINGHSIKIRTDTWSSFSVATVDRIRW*

>AT1G64500.1

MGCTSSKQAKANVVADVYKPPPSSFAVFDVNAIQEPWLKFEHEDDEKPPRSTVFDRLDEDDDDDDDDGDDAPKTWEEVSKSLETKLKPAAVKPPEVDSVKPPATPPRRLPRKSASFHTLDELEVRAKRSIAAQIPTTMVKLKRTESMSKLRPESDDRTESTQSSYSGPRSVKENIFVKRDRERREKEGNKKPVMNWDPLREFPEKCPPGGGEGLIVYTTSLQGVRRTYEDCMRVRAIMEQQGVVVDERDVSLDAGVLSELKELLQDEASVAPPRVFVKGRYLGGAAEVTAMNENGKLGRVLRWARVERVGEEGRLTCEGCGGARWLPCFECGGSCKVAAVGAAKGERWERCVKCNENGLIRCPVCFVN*

>AT1G32760.1

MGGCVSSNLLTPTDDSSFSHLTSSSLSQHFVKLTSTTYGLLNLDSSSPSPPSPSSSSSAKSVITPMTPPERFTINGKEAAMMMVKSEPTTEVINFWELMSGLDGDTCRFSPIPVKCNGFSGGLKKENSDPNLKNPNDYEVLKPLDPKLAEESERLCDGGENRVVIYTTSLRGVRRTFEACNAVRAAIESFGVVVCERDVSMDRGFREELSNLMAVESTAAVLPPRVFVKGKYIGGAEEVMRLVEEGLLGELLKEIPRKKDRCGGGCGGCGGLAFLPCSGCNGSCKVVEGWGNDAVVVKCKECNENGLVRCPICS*

>AT3G54900.1

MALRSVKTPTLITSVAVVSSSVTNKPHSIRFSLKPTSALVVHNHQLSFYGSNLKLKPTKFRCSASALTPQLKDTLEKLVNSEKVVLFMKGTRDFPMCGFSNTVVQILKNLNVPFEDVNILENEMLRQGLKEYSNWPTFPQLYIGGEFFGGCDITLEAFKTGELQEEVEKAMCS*

>AT3G28850.1

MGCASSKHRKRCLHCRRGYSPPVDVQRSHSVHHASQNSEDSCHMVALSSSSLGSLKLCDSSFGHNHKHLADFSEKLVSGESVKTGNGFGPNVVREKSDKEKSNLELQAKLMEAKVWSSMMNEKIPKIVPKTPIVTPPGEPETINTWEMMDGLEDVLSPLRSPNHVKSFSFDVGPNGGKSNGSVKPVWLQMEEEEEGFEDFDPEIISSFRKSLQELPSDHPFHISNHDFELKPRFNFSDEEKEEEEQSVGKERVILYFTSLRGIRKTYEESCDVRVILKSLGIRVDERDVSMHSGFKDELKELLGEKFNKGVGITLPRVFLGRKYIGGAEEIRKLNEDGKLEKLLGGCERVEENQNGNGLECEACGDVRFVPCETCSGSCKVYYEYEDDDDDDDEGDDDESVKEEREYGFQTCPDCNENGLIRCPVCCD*

>AT3G62930.1

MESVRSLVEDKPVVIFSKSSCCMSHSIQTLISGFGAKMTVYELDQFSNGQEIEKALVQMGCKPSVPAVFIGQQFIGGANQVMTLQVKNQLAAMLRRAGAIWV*

>AT3G11920.1

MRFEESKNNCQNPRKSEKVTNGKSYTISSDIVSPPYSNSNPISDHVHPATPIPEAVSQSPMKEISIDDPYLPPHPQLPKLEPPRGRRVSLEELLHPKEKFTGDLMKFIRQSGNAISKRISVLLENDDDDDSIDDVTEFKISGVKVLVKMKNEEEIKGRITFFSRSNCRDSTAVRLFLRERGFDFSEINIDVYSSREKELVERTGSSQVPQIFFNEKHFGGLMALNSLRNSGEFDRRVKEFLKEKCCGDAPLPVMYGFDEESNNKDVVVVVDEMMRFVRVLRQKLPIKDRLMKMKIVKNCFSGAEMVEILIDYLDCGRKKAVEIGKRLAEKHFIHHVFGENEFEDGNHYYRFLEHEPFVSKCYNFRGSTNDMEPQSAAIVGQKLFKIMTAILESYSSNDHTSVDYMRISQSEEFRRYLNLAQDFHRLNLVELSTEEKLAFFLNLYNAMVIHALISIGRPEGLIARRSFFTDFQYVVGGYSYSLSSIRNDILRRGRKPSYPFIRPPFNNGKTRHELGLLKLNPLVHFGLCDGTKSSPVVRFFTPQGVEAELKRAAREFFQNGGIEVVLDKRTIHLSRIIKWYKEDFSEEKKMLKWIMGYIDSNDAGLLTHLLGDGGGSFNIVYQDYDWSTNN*

>AT3G62960.1

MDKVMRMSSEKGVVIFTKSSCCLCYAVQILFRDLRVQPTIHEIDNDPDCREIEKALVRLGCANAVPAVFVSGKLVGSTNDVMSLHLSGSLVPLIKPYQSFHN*

>AT3G02000.1

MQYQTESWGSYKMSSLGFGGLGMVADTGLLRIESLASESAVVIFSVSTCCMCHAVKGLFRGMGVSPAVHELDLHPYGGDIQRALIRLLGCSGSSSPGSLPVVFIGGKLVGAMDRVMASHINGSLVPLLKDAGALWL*

>AT3G21460.1

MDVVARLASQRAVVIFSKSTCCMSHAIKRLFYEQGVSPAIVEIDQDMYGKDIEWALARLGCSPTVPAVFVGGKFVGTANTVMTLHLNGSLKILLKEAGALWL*

>AT3G15660.1

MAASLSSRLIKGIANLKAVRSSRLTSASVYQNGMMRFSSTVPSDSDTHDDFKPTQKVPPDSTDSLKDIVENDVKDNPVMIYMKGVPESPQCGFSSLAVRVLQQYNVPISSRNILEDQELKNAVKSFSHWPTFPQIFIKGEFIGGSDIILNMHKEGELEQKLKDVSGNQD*

>AT3G11773.2

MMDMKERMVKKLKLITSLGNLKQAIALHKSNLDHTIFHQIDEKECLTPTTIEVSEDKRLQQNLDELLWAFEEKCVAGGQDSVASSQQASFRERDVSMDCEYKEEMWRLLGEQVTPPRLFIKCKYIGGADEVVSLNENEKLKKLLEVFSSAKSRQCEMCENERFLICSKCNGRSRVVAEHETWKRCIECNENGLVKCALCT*

>AT3G62950.1

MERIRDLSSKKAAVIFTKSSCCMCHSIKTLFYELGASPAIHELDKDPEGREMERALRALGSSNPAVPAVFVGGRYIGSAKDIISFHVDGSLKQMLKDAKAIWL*

>AT3G57070.1

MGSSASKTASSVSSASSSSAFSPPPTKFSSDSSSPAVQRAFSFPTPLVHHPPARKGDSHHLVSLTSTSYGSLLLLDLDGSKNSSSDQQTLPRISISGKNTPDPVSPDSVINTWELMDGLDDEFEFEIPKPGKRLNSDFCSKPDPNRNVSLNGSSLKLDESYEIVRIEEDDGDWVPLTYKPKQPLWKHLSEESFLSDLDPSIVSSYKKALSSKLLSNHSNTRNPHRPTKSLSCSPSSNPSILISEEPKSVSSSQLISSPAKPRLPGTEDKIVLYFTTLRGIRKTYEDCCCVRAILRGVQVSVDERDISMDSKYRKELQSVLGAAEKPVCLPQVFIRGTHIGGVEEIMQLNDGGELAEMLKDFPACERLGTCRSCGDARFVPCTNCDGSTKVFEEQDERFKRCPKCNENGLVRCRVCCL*

>AT5G14070.1

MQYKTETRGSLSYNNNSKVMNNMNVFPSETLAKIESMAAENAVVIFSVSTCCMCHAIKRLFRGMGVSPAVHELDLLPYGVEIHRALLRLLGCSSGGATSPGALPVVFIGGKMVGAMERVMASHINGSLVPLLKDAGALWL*

>AT5G03870.1

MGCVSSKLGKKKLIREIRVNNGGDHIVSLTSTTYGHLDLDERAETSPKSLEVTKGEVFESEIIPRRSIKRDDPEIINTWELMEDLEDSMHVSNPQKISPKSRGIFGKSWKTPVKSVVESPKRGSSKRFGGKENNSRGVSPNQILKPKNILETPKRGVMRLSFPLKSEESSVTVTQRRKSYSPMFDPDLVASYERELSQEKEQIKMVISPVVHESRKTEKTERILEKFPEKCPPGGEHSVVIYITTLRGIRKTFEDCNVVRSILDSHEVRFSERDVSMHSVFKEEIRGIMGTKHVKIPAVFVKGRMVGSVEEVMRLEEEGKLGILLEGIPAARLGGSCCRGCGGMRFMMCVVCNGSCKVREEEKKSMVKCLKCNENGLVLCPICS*

>AT5G11930.1

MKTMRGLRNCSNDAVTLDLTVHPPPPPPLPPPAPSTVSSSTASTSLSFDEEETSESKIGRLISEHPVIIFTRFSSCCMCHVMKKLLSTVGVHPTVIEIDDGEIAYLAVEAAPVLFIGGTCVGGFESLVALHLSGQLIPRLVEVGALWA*

>AT5G18600.1

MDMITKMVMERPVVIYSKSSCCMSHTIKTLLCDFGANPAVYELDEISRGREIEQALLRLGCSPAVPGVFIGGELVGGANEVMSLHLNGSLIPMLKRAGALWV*

>AT5G39865.1

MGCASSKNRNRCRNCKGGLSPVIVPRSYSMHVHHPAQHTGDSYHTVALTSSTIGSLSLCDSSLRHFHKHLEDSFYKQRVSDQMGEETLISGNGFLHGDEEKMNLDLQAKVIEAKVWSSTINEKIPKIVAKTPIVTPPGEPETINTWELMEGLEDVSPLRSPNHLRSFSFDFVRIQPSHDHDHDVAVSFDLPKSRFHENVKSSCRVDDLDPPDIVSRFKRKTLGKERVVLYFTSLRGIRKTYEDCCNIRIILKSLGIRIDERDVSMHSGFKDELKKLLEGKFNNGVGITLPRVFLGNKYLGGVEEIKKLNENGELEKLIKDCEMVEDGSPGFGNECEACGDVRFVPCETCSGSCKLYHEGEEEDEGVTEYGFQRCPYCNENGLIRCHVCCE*

>AT5G58530.1

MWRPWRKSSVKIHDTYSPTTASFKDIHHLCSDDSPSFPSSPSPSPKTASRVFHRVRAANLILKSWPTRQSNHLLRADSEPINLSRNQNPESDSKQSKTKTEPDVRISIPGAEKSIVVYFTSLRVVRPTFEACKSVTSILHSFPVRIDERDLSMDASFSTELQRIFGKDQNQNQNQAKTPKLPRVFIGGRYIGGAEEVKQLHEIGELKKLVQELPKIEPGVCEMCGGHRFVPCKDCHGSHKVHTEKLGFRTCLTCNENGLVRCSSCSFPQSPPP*

>AT5G20500.1

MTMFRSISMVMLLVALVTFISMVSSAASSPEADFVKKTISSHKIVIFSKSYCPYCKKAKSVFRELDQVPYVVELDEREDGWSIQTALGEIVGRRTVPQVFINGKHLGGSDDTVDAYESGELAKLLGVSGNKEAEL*

>AT5G40370.2

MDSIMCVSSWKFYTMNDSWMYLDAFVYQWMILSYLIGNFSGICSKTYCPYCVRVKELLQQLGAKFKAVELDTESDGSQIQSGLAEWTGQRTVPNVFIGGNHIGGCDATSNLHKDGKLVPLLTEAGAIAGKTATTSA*

>AT5G13810.1

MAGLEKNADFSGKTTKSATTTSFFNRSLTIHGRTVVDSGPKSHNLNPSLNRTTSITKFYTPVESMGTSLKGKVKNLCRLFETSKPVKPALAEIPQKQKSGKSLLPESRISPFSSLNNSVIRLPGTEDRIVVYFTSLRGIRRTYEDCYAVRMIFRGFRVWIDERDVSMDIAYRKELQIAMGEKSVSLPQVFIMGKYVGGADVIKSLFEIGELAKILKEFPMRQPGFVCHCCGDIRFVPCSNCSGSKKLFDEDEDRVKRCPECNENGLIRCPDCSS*

>AT5G63030.1

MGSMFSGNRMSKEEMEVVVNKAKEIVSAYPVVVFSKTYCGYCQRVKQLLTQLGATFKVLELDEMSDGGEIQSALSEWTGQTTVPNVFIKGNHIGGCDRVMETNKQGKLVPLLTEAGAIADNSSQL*

>AT5G42150.1

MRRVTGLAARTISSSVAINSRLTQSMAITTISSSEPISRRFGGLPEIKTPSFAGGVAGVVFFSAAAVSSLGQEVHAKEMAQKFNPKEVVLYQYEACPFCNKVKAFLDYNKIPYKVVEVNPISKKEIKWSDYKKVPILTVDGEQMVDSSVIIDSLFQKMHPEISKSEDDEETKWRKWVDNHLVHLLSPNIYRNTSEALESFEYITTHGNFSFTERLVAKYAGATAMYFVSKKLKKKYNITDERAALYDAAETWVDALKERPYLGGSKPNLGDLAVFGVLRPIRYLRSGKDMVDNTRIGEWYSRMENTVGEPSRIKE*

>AT5G01420.1

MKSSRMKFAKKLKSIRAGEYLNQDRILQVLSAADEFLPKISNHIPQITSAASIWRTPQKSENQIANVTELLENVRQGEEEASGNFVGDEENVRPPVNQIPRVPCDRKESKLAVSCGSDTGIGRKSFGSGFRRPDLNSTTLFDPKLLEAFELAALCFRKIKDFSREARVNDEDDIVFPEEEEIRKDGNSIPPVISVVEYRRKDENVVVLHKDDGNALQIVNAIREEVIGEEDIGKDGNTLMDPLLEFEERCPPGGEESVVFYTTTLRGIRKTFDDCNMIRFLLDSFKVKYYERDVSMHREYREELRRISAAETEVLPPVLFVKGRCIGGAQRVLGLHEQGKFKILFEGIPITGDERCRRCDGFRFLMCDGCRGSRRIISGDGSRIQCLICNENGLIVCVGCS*

>AT5G06470.1

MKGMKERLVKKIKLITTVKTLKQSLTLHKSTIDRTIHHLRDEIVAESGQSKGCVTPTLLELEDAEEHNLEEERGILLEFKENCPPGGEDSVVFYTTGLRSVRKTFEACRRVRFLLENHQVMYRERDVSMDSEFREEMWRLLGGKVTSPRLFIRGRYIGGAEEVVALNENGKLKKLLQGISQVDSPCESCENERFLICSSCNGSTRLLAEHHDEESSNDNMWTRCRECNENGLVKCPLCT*

# Supplementary material for: Identification and characterization of drought-responsive CC-type glutaredoxins from cassava cultivars reveals their involvement in ABA signalling
**Source:** BMC Plant Biol. 2018 Dec 4;18:329. doi: 10.1186/s12870-018-1528-6
**Supplement:** Supplementary file 3 — Table S6. Protein sequences of TGA transcription factors from cassava. and Arabidopsis.

Identification and characterization of drought-responsive CC-type glutaredoxins from cassava cultivars reveals their involvement in ABA signalling.

Meng-Bin Ruan1,2,†,*, Yi-Ling Yang3,†, Xin Guo4, Bin Wang4, Xiao-Ling Yu1,2, Kai-Mian Li 5, and Ming Peng1,2,*

Table S6. Protein sequences of TGA transcription factors from cassava and Arabidopsis.

>MeTGA074

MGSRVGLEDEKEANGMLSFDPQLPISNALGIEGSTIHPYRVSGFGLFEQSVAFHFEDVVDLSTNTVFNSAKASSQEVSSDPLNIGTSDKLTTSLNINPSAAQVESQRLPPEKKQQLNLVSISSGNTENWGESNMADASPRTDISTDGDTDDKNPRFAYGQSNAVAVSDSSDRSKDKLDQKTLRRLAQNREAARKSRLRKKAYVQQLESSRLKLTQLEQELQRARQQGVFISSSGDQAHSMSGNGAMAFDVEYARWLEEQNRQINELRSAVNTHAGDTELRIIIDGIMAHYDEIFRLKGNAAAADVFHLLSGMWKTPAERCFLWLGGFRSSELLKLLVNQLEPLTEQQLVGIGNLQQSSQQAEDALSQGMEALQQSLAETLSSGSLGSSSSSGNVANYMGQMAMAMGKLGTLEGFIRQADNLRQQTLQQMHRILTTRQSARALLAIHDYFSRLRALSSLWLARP

>MeTGA304

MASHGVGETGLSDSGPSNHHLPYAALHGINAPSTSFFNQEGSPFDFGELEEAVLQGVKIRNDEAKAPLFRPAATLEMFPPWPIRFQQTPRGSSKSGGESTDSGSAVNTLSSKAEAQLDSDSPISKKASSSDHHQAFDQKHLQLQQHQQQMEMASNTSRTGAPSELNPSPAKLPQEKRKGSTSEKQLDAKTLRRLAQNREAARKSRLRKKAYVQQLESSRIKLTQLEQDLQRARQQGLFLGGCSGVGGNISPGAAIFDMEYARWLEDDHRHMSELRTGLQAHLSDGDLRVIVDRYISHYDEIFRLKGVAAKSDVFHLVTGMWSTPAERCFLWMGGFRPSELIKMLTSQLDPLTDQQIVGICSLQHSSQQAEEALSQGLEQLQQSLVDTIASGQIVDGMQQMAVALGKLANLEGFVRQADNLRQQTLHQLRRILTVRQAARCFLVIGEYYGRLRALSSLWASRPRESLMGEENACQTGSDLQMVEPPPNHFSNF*

>MeTGA351

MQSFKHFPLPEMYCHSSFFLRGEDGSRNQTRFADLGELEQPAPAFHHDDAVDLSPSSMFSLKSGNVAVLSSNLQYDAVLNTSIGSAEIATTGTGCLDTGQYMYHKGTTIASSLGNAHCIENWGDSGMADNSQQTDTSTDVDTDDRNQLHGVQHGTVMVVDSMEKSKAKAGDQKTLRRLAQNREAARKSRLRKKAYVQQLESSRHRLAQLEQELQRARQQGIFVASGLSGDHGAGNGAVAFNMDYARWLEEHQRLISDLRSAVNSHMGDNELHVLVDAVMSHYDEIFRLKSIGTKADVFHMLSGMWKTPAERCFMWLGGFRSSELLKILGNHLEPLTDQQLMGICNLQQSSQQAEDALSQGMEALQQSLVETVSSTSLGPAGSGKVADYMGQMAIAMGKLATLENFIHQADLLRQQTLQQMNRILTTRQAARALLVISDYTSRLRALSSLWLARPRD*

>MeTGA813

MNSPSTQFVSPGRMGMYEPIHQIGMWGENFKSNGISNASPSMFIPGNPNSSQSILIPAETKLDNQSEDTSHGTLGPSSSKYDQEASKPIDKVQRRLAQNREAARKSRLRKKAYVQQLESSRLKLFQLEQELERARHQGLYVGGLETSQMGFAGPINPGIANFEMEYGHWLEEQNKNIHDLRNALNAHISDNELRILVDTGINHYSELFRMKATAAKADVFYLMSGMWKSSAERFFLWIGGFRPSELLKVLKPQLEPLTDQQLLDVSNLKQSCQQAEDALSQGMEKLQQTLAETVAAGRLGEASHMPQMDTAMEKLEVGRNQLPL

>PAN

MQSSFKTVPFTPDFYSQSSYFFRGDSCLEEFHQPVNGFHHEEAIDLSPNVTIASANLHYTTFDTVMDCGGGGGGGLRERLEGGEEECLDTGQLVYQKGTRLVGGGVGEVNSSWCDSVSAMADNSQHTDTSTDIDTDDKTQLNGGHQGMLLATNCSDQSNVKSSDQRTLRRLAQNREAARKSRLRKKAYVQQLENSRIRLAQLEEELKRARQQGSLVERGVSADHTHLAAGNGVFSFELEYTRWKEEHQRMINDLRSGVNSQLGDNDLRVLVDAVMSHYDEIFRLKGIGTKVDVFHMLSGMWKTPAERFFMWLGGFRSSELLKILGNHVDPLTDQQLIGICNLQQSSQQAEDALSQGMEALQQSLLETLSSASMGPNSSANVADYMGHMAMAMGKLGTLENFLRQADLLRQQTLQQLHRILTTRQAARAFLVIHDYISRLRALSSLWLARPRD

>AtTGA1

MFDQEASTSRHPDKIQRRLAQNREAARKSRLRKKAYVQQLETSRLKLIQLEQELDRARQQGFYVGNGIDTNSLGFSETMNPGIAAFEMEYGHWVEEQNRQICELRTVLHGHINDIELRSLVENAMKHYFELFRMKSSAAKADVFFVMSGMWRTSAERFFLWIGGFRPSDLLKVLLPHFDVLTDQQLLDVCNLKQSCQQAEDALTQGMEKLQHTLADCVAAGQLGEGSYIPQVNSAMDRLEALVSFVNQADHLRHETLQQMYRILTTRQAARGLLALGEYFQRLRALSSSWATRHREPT

>AtTGA2

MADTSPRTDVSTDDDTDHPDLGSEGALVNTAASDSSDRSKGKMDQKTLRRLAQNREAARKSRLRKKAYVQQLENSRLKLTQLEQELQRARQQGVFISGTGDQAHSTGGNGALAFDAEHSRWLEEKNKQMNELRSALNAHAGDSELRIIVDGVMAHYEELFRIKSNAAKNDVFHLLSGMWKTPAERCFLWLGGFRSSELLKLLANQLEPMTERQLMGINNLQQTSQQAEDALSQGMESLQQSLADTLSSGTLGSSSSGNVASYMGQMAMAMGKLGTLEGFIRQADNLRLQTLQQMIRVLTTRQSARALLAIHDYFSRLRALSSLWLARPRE

>AtTGA3

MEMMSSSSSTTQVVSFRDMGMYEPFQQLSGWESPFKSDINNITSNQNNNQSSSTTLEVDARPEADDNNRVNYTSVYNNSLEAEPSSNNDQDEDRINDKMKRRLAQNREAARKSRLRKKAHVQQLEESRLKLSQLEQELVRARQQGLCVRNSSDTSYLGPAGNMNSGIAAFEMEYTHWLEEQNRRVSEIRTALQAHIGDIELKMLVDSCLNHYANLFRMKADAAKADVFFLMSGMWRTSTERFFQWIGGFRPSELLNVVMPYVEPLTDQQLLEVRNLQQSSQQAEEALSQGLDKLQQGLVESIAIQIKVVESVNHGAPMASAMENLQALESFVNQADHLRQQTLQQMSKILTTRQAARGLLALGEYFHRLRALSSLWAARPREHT

>AtTGA4

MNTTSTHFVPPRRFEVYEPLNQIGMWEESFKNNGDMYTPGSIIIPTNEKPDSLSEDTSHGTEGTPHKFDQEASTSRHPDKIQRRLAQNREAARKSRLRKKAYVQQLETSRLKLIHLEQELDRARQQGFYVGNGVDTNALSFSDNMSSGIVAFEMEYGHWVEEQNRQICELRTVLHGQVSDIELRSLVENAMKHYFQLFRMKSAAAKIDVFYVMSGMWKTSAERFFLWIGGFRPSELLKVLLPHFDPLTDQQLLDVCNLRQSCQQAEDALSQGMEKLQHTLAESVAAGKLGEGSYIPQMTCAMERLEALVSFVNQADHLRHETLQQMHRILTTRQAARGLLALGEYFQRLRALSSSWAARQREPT

>AtTGA5

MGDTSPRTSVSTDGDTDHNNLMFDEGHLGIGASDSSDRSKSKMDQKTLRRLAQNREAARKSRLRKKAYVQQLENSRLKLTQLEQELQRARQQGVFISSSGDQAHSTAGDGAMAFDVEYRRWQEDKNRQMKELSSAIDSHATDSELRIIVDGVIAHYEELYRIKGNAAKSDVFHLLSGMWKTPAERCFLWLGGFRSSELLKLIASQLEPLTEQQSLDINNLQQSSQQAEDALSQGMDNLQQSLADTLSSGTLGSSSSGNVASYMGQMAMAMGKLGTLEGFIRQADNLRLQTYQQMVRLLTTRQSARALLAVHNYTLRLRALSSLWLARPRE

>AtTGA6

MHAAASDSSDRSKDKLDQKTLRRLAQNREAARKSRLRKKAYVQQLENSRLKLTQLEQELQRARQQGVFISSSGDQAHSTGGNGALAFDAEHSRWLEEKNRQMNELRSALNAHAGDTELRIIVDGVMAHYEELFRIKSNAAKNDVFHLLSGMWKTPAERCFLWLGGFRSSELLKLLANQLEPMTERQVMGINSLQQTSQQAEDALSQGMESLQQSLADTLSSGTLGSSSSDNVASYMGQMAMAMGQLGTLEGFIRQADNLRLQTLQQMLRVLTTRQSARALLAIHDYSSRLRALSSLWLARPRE

>AtTGA7

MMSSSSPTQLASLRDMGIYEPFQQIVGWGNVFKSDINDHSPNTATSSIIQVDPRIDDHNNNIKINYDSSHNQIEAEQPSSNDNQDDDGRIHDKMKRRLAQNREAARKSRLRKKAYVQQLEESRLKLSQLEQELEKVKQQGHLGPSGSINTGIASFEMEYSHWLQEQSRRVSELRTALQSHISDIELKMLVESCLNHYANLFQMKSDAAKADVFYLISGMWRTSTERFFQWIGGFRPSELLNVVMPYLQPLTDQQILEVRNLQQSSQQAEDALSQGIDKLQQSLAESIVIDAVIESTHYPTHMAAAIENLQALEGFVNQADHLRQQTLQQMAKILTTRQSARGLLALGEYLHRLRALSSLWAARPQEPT

>AtTGA9

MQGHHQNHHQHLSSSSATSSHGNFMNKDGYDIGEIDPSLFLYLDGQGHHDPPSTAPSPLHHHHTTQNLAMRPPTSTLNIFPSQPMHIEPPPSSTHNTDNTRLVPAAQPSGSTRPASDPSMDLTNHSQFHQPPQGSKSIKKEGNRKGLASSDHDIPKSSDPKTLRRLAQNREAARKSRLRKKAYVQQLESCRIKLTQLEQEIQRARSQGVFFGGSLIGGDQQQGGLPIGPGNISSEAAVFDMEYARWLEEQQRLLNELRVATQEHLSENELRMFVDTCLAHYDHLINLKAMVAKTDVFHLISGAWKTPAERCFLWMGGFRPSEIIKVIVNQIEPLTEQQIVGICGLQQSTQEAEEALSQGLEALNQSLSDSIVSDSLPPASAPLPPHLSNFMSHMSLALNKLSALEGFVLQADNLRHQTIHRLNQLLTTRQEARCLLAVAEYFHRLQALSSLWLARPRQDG

>AtTGA10

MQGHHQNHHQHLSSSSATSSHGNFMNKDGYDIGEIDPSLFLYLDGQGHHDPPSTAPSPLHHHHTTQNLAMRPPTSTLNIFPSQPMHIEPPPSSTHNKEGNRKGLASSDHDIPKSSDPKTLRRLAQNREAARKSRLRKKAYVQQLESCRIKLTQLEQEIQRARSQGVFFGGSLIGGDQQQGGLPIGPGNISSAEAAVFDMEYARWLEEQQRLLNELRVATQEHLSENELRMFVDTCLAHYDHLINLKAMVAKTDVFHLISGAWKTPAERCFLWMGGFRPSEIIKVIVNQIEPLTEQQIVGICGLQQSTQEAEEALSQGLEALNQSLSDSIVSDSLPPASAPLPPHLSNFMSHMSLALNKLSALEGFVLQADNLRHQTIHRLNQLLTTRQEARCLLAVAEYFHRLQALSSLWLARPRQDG

How the deposited data were processed for this re-analysis (not part of the article)

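Transcript levels were measured with Affymetrix ATH1 arrays in mature leaves of 45-day-old Arabidopsis plants, on 3 arrays of *MeGRXC15*-OE (lines 3, 9 and 12), 3 of MeGRX360-OE (lines 5, 11 and 20) and 3 of plants with the empty vector (numbered 1 to 3). The methods section equates the deposited MeGRX232-OE data with *MeGRXC15* overexpression. The label MeGRX360 appears to match MeGRXC18 by the last digits of its gene model in Table 1 and a primer name in Table S4; this is an inference that the paper does not state, and what the MeGRX360-OE values mean depends on it. The paper states for *MeGRXC15*-OE that each array comes from a separate homozygous line; the MeGRX360-OE arrays carry different line numbers. For the vector plants the paper speaks of control lines and the labels of biological replicates, and which line each vector array comes from is not stated outright.

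The deposited values are intensities of 22810 probe sets on a linear scale. The authors summarised and normalized them before they deposited them, and RMA is the tool that the submitters' processing notes name; its version, the background step and how RMA values, which are usually on the log2 scale, came to a linear one are not given in the sources used here. The design of the tests, written beforehand, took the values to be on the log2 scale. They range from 3.24 to 15640 with array medians of 28.1 to 30.2, so log2 was taken first and the tests were then run as designed. No other normalization was applied.

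From there, limma 3.58.1 in R 4.3.3 was fitted to the 22746 probe sets other than the controls, with a mean for each of the 3 groups, all 9 arrays sharing 1 estimate of the spread (6 residual and 2.76 prior degrees of freedom), and p-values adjusted by Benjamini-Hochberg over these probe sets. Comparisons were *MeGRXC15*-OE against vector, MeGRX360-OE against vector and *MeGRXC15*-OE against MeGRX360-OE. The paper's thresholds, a fold change over 2 and P under 0.05, were applied to the unadjusted limma p.

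Gene names came from the platform annotation (13513 probe sets with 1 gene, 503 with several, which were not named, and 8794 not listed), and 389 of the unlisted ones were named through pairs of probe sets and names in Table S5. Of 96 probe sets named by both, 95 had the same locus. Of the 845 terms of Table S5, 818 have a whole list in the copy used and 27 a shortened one. Gene lists were tested with camera at a preset correlation of 0.01 over 13355 genes named by the annotation, 1 probe set each, where at least 3 members were measured, with p adjusted over the lists; other lists have only counts. Lists of organelle-encoded genes and of gene families that share a symbol prefix were added after the data were seen. Genes named were the 10 largest rises and the 10 largest falls in *MeGRXC15*-OE among probe sets called with a single gene and with no overlap between the 3 arrays of both groups, 5 and 5 in the other comparisons, the genes that the paper names, and up to 4 members of each list with the largest change. Of the other genes in the text, *PUB22*, *PUB24*, *CML39*, *COR47*, *COR15A*, *COR15B*, *SAG101*, *SWEET15*, *WRKY6*, *WRKY18*, *WRKY20*, *WRKY60*, *CAT2*, *CAT3*, *GR1*, *HVA22D*, *HB-12*, *XERO2*, *ALDH3I1*, *SNRK2.2*, *SNRK2.3*, *ABF1*, *ABF3*, *HAB1*, *PDF1.2*, *ERF4*, *ERF11*, *ERF018*, *ERF96*, *ERF105*, *ERF107*, *EXPA1*, *EXPA8*, *DFR* and *BGLU28* were chosen after their values were seen.

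The steps were tested on simulated data made from the *MeGRXC15*-OE and vector arrays over 22746 probe sets. limma recovered 71 of 100 changes of 1 and 98 of 100 changes of 2 on the log2 scale with 12 false calls, and the SAM statistic 57 and 91 with 10. In camera, over 13355 genes, a planted list had an adjusted p = 2.32e-33, and 1 of 20 random lists was called. The simulated values were drawn independently for each probe set, so this does not test the preset correlation.

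Alternatives were a replicate block, a further quantile normalization, centring on array medians, leaving out the dimmest 40% of probe sets, a prior with an intensity trend, array quality weights, only the 6 arrays compared, a plain two-sample test with equal variances, a SAM statistic, counting genes, leaving out each array in turn, camera with an estimated correlation, and fry. Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6 joined the tables. NCED3, ABI1, ABI2, ABI5, WRKY46 and TGA factors other than *TGA3* have no named probe set here, and the qPCR and cassava data of the paper were not analysed here.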

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

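The test of the clock genes against the hour of harvest and the bounds on the medians of the organelle genes were set before their results were seen. The organelle lists themselves were added after the data were seen. The tests of the shared vector arrays, of handling, of the clock genes in MeGRX360-OE and of other splits of the arrays were chosen only after the results were seen.

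The MeGRX360-OE arrays, which the paper does not report, differed from the vector arrays in 3746 probe sets by limma, 1534 higher and 2212 lower. *AT1G56300* (5.40, SE 0.22) and *CML38* (4.88, SE 0.27) rose most among named genes with *AT5G35735* (4.92, SE 0.37), and *AT4G30450* fell by 3.72 (SE 0.20) and *LHY* by 3.55 (SE 0.19). The count was 2389 without MeGRX360-OE replicate 3, 2455 without vector control replicate 1 and 2219 without vector control replicate 2.

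Both overexpression groups moved together: 1218 probe sets rose in both and 1820 fell in both, where independent lists would share 141 and 283, none was called in opposite directions, and the log2 fold changes correlated at 0.881 across probe sets (0.500 on average in 100 simulations of unchanged groups with shared controls). Chance values of the shared vector arrays, drawn independently for each probe set, do not account for it. The covariance was 0.439 against at most 0.0344 in the simulations, a difference of 0.408 from their mean of 0.0313. The simulations hold no deviation that many probe sets of an array share, so they cannot exclude such a deviation in the vector arrays. The 3 vector arrays cannot be split into parts of at least 2, so part of the excess in shared calls may come from them. Handling of the plants before harvest, tested by the median of the early touch, wound and chitin list, stays open: it was 4.04 in *MeGRXC15*-OE and 2.77 in MeGRX360-OE, and because any difference in handling would coincide with the groups, it cannot be told apart from an effect of both overexpressed genes. A response that both overexpressed genes share is a biological hypothesis that was not tested further.

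The clock genes differed between *MeGRXC15*-OE and vector leaves, with the median of the evening genes above that of *CCA1* and *LHY* by 5.84 on the log2 scale, in genes that the paper does not discuss. An effect that *MeGRXC15* has and MeGRX360 lacks is argued against, since the same difference was 4.25 in MeGRX360-OE against vector, with a median of -2.79 for the dawn and 1.46 for the evening genes. A later hour of harvest in the overexpression groups is a candidate explanation, because it needs the dawn genes to fall and the evening genes to rise, and their medians in *MeGRXC15*-OE were -4.05 and 1.79. A change of the clock by both overexpressed genes asks for the same values and stays open, and all these genes but *GI* were named through Table S5, which favours changed genes.

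The 25S rRNA probe set was 3.04 times as bright in MeGRX360-OE as in vector arrays and 1.68 times in *MeGRXC15*-OE, in a probe set that the paper does not report. More RNA without a poly(A) tail in the labelled samples may contribute, which asks for plastid and mitochondrial transcripts to rise in both groups. Their medians were 0.35 (69 genes) and 0.58 (16 genes) in MeGRX360-OE, 0.32 for the mitochondrial genes in *MeGRXC15*-OE and 0.112 for its plastid genes; the last lies between the bounds set beforehand, so the values do not decide, and it cannot be told apart from other reasons for brighter rRNA.

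Between *MeGRXC15*-OE and MeGRX360-OE, 33 probe sets differed by the test of the difference, 13 higher and 20 lower in *MeGRXC15*-OE (12 and 9 with arrays centred on their medians); at an unadjusted p under 0.05 there were 3076. *AT5G66650* was higher in *MeGRXC15*-OE by 1.96 (SE 0.15, adjusted p = 0.00634) and *AT2G38465* by 2.99 (SE 0.42, adjusted p = 0.0482), and *AT1G76240* was lower, at -1.90 (SE 0.16, adjusted p = 0.00634). *WRKY53* was higher by 1.74 (SE 0.25, adjusted p = 0.0482) and *LHY* lower, at -1.49 (SE 0.19, adjusted p = 0.0482), and *AT2G38465*, *WRKY53* and *LHY* all lost the call with only the 6 arrays compared in the fit (adjusted p = 0.156 in each) and without MeGRX360-OE replicate 2 or 3. *AT2G38465* also lost it without *MeGRXC15*-OE replicate 1 (adjusted p = 0.0618), *LHY* without *MeGRXC15*-OE replicate 3 (adjusted p = 0.0922), and *WRKY53* with arrays centred on their medians (adjusted p = 0.0510) and without *MeGRXC15*-OE replicate 1 (adjusted p = 0.117) or 3 (adjusted p = 0.113). The count was 16 without *MeGRXC15*-OE replicate 1, 177 (112 higher and 65 lower) without replicate 2 and 16 (9 and 7) without replicate 3, so the predominant direction is not stable, and 141, 4 and 4 without MeGRX360-OE replicates 1, 2 and 3.

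With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. Every other split mixes arrays of both groups, so a difference between the groups adds to the spread and lowers the count. The other splits therefore do not show what unchanged groups would give. For *MeGRXC15*-OE against vector the real split called 5009 probe sets and the highest other split 3, and at the paper's thresholds 2683 and 325; only the real split, 1 of 10, gave as many in both. For MeGRX360-OE against vector it called 3746 against 0, and for *MeGRXC15*-OE against MeGRX360-OE 33 against 0, again 1 of 10 in each. For the gene lists, 4 were called in *MeGRXC15*-OE against vector and 4 in the highest other split, so that 2 of 10 splits gave as many; in MeGRX360-OE against vector 2 were called against 1, and 1 of 10 splits gave as many.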

How the results depend on the processing

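The alternatives for the correlation of both effects and for the Table S5 terms were chosen after the data were seen; the others were set beforehand. No named gene, gene list or correlation that was called turned its direction. The share of higher probe sets crossed 50% in some settings: at the paper's thresholds from 1287 higher and 1396 lower to 1347 and 1292 with arrays centred on their medians and to 669 and 656 as genes; for the Table S5 terms from 81 and 82 to at most 90 and 81, without *MeGRXC15*-OE replicate 3; and between both overexpression groups, as given below. Over all settings, 90 summary values stayed within their limit and 29 moved; of the gene lists 354 values kept their side of the threshold, 19 gained a call and 13 lost it, and of the named genes 1673, 35 and 74. The cause was not tested unless stated. The rises and falls in *MeGRXC15*-OE against vector were 5009 probe sets as reported and ranged from 3471 to 4957 without 1 array; 6835 passed with array quality weights, 6238 with the SAM statistic and 2684 when genes were counted, which leaves out unnamed probe sets. At the paper's thresholds 2683 became 1325 when genes were counted, and 2495 to 2794 without 1 array. MeGRX360-OE against vector, 3746, gave 5701 with array quality weights, 1646 with the plain two-sample test, 1974 as genes, and 2219 to 3147 without 1 array. *MeGRXC15*-OE against MeGRX360-OE, 33, gave 21 with arrays centred on their medians (57.1% higher, against 39.4% as reported), 530 with array quality weights, 5 with only the 6 arrays compared, which lowers the degrees of freedom, and 4 to 177 without 1 array, with 112 higher and 65 lower without *MeGRXC15*-OE replicate 2 and 9 and 7 without its replicate 3. Of the gene lists in *MeGRXC15*-OE, 4 were called as reported, 0 with an estimated correlation, 7 by fry in a direction and 9 in either direction, and 2 to 7 without 1 array; in MeGRX360-OE the 2 called became 0, 5 and 10, and fry does not compare a list with other genes. The correlation of both effects, 0.881, lay at 0.826 to 0.902 without 1 array. Where an array was left out, its group kept 2 arrays and the spread was pooled over the groups. Signal over background was not used here; leaving out the dimmest 40% gave 4839 probe sets in *MeGRXC15*-OE.

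The replicate numbers name different lines, and the residuals of arrays with the same number correlated at -0.21 to 0.27 over 9 pairs, 3 of them over 0.1, with the own number best in 6 of 18 comparisons, so the numbers do not pair the samples. With the replicate block, 4724 probe sets passed in *MeGRXC15*-OE against vector, 2680 at the paper's thresholds, 3302 in MeGRX360-OE, 25 between both (14 higher and 11 lower, against 13 and 20 as reported), 4 and 2 gene lists, and 165 of the Table S5 probe sets. The differences of *WRKY53* (adjusted p = 0.0812) and *AT2G38465* (adjusted p = 0.0668) between both groups and the rise of *HHO3* (adjusted p = 0.0638) lost their calls with it, and *MYB2* gained one (adjusted p = 0.00909).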

Differences from the paper's values

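None of the counts as reported differed from the paper's by the limits set before the data were examined. They are counts of probe sets by the limma p, while the paper speaks of genes and the legend of Fig. 8b of a SAM analysis. At the paper's thresholds 2683 probe sets passed, against 2674 genes in the paper, 1287 of them higher, against the paper's 1264, and 1396 lower, against the paper's 1410. Of the alternatives set beforehand, the count of genes with a single name, 1325 (669 higher and 656 lower), lies more than 1.5 times below the paper's, and the others, from 2431 with the SAM statistic to 2794 without *MeGRXC15*-OE replicate 3, do not.

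The legend of Fig. 8b describes the GO analysis as one of induced genes, and then speaks of terms from differentially expressed genes. In the 9 drawn terms with a whole list, 81 of 197 probe sets rose and 82 fell in *MeGRXC15*-OE, and at the paper's thresholds 97 were higher and 93 lower. The other 18 drawn terms were not counted and are mostly larger, among them response to chitin and response to wounding. The even split therefore describes the 9 terms alone. Ethylene mediated signaling, with 24 higher and 6 lower, goes with the word induced, and rRNA processing, with 0 higher and 19 lower, does not. The second wording of the legend covers both directions.

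The text gives the limit for the drawn terms as a q-value and the legend as a p-value. In Table S5, 24 of the 27 drawn terms lie under 1e-05 by the paper's q and 26 by the paper's p. The 3 above it by q are protein folding (the paper's q 1.28e-05), fatty acid biosynthesis (the paper's q 1.07e-04) and response to ethylene stimulus (the paper's q 0.00447). A further 8 terms of Table S5 lie under that q and are not drawn, among them circadian rhythm (the paper's q 5.92e-06) and jasmonic acid biosynthesis (the paper's q 6.40e-11).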

Other observations

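The camera tests of the gene families, of the organelle genes and of the lists between both overexpression groups were chosen after the data were seen. Only the bounds on the organelle medians, used above, were set before their results were seen.

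All 7 aquaporin genes with a name, which form water channels, were lower in *MeGRXC15*-OE leaves, among them *PIP1B* at -1.92 (SE 0.14), *PIP1;4* at -1.80 (SE 0.22) and *GAMMA-TIP*, whose intensity fell from 421 to 79.7, and 6 of the 7 fell in MeGRX360-OE as well. Of phenylpropanoid and flavonoid genes, 6 of 6 named through Table S5 fell, with *F3H* at -3.09 (SE 0.43), *4CL1* at -2.83 (SE 0.22) and *PAL1* at -2.33 (SE 0.46), while *DFR*, the one with a platform name, did not pass (1.15, SE 0.85, adjusted p = 0.411). In sulfate assimilation *APR1* fell by 1.31 (SE 0.29, adjusted p = 0.0118 from limma), and *APK* (adjusted p = 0.0518) and *AKN2* (adjusted p = 0.0917) did not pass, though both did with array quality weights (adjusted p = 0.0319 and 0.0387), and *BGLU28*, the one with a platform name, did not pass (-0.05, adjusted p = 0.835). Genes induced by darkness or low sugar rose, with *ASN1* at 3.45 (SE 0.76) and *DRM1* at 3.21 (SE 0.33), and *SEN1* at 2.73 (SE 0.68), whose call was lost in 5 settings, with adjusted p from 0.0514 with only the 6 arrays compared to 0.0781 without vector control replicate 2. *PORB*, an enzyme of chlorophyll synthesis, rose by 2.92 (SE 0.51), and *GUN4*, another gene of that pathway, fell from an intensity of 2687 to 545. The genes of these groups other than *PORB*, *DFR* and *BGLU28* were named through Table S5, for which the study chose changed genes, so their direction is not independent evidence.

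Of 17 Arabidopsis CC-type GRX genes with a platform name, 2 rose (*GRXC9* and *GRXC11*), *GRXS9* fell and 14 did not pass, with the same count when adjusted over the list alone, and the list did not pass camera (adjusted p = 0.632; adjusted p = 0.828 with an estimated correlation). *GRXC11* stood at 2.15 (SE 0.57, adjusted p = 0.0259) and lost the call without *MeGRXC15*-OE replicate 1 or 2 (adjusted p = 0.0800 and 0.0815) or vector control replicate 1 or 2 (adjusted p = 0.0812 and 0.0940). *GRXS9* stood at -1.20 (SE 0.32, adjusted p = 0.0271) and lost it in 5 such settings, with adjusted p from 0.0677 without vector control replicate 2 to 0.0826 without *MeGRXC15*-OE replicate 1. *GRXS2* had a log2 fold change of 0.90 (SE 0.34, adjusted p = 0.101), and passed with array quality weights (adjusted p = 0.0337) and with only the 6 arrays compared (adjusted p = 0.0126). Of 5 auxin and growth genes 2 rose, *GH3.5* at 1.76 (SE 0.37) and *GH3.3* at 1.66 (3 higher when adjusted over the list alone; list adjusted p = 0.190, and adjusted p = 0.494 with an estimated correlation), and *GH3.3* lost the call in 5 settings, such as with only the 6 arrays compared (adjusted p = 0.0771). Of 3 nitrate response genes *HHO3* rose, at 1.15 (1 higher when adjusted over the list alone; list adjusted p = 0.632, and adjusted p = 0.682 with an estimated correlation), and lost the call in 6 settings, such as with only the 6 arrays compared (adjusted p = 0.0694). Of 3 guard cell genes, *FAMA*, *MUTE* and *GC1*, none passed by limma (none when adjusted over the list alone; list adjusted p = 0.927, and adjusted p = 0.930 with an estimated correlation).

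The cell wall gene *EXPA8* had a log2 fold change of 0.02 (adjusted p = 0.989) in *MeGRXC15*-OE and 3.61 (adjusted p = 0.00380) in MeGRX360-OE against vector, and *EXPA1* -1.32 (adjusted p = 0.168) and 2.11 (adjusted p = 0.0457). The test of the difference gave -3.59 (adjusted p = 0.0588) and -3.43 (adjusted p = 0.0737), so neither was shown to differ between both groups. The drought list lay higher in *MeGRXC15*-OE than in MeGRX360-OE in all 8 genes, with a median of 1.22, of which 1, *WRKY53*, passed on its own, and 3 when adjusted over the list alone (camera adjusted p = 5.58e-05; adjusted p = 0.239 with an estimated correlation). In that comparison camera also called the photosynthesis list lower, in all 6 genes (none passed alone, 1 when adjusted over the list alone; adjusted p = 2.08e-04, and adjusted p = 0.196 with an estimated correlation), and the touch, wound and chitin (adjusted p = 2.79e-04, and adjusted p = 0.196 with an estimated correlation), CBF (adjusted p = 0.00779, and adjusted p = 0.302 with an estimated correlation), WRKY (adjusted p = 0.0279, and adjusted p = 0.196 with an estimated correlation) and senescence lists higher (adjusted p = 0.0461, and adjusted p = 0.302 with an estimated correlation); 3, 0, 2 and 1 of their genes passed when adjusted over the list alone. The drought, CBF, touch, WRKY and senescence calls are not independent of each other. All 5 CBF genes are among the 8 drought genes, and *WRKY53* stands in the drought, touch, WRKY and senescence lists. Plastid-encoded genes (adjusted p = 6.48e-06, and adjusted p = 0.627 with an estimated correlation) and mitochondrial genes (adjusted p = 0.00849, and adjusted p = 0.627 with an estimated correlation) were called lower, with none passing when adjusted over the list alone. In MeGRX360-OE against vector, camera called the touch, wound and chitin list (6 of 8 higher, 8 when adjusted over the list alone; adjusted p = 2.78e-09, and adjusted p = 0.0907 with an estimated correlation) and the ERF list (3 of 4 higher, 3 when adjusted over the list alone; adjusted p = 0.00571, and adjusted p = 0.102 with an estimated correlation).

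Calmodulin-like genes were higher in both groups, 4 of 7 in each (4 and 4 when adjusted over the list alone), with adjusted p = 0.0206 in *MeGRXC15*-OE and 0.00200 in MeGRX360-OE by camera (adjusted p = 0.298 and 0.196 with an estimated correlation). The 7 genes include *CML37*, *CML38* and *CML39* of the touch, wound and chitin list, so these calls are not independent of that list. Plastid-encoded genes had 5 higher and 1 lower of 69 in *MeGRXC15*-OE (none when adjusted over the list alone; adjusted p = 0.295; adjusted p = 0.874 with an estimated correlation) and 12 higher in MeGRX360-OE (13 when adjusted over the list alone; adjusted p = 4.75e-05; adjusted p = 0.686 with an estimated correlation). Of 16 mitochondrial genes, 1 was higher in *MeGRXC15*-OE (1 when adjusted over the list alone; adjusted p = 0.0838; adjusted p = 0.596 with an estimated correlation) and 4 in MeGRX360-OE (6 when adjusted over the list alone; adjusted p = 4.75e-05; adjusted p = 0.359 with an estimated correlation). None of the other families passed camera against the vector plants, the nearest being the PUB ubiquitin ligases in *MeGRXC15*-OE (3 of 9 higher, 3 when adjusted over the list alone; adjusted p = 0.0838, and adjusted p = 0.355 with an estimated correlation). The 3 higher ones, *PUB22*, *PUB23* and *PUB24*, also stand in the touch, wound and chitin list.

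The paper reports by qPCR that *WRKY1* and *WRKY53* were higher in *MeGRXC15*-OE under normal conditions, and does not state whether the plants were those of the arrays. On the arrays *WRKY53* was higher, and *WRKY1* had -0.32 (SE 0.12, adjusted p = 0.110) in *MeGRXC15*-OE and fell by 0.50 (adjusted p = 0.0265) in MeGRX360-OE. Of the 13 distinct probe sets that Table S5 lists under circadian rhythm, 8 rose and 5 fell in *MeGRXC15*-OE, and 7 rose and 4 fell in MeGRX360-OE. Of 8 under starch catabolism, 7 rose and 1 fell in *MeGRXC15*-OE.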
